# The Association of Suppressed Hypoxia-Inducible Factor-1 Transactivation of Angiogenesis With Defective Recovery From Cerebral Ischemic Injury in Aged Rats

**DOI:** 10.3389/fnagi.2021.648115

**Published:** 2021-02-26

**Authors:** Yingjia Guo, Junpeng Zhou, Xianglong Li, Ying Xiao, Jingyao Zhang, Yutao Yang, Li Feng, Y. James Kang

**Keywords:** aging, ischemic stroke, MCAO, hypoxia-inducible factor-1, Cu metabolism MURR domain 3

## Abstract

Elderly patients suffer more brain damage in comparison with young patients from the same ischemic stroke. The present study was undertaken to test the hypothesis that suppressed hypoxia-inducible factor-1 (HIF-1) transcription activity is responsible for defective recovery after ischemic stroke in the elders. Aged and young rats underwent 1-h transient middle cerebral artery occlusion (MCAO) to produce cerebral ischemic injury. The initial cerebral infarct volume in the young gradually declined as time elapsed, but in the aged rats remained the same. The defective recovery in the aged was associated with depressed angiogenesis and retarded neurorestoration. There was no difference in HIF-1α accumulation in the brain between the two age groups, but the expression of HIF-1 regulated genes involved in cerebral recovery was suppressed in the aged. In confirmation, inhibition of HIF-1 transactivation of gene expression in the young suppressed cerebral recovery from MCAO as the same as that observed in the aged rats. Furthermore, a copper metabolism MURR domain 1 (COMMD1) was significantly elevated after MCAO only in the brain of aged rats, and suppression of COMMD1 by siRNA targeting COMMD1 restored HIF-1 transactivation and improved recovery from MCAO-induced damage in the aged brain. These results demonstrate that impaired HIF-1 transcription activity, due at least partially to overexpression of COMMD1, is associated with the defective cerebral recovery from ischemic stroke in the aged rats.

## Introduction

Ischemic stroke accounts for greater than 80% of all strokes and is a major cause of adult disability. Currently, thrombolytic therapy (time window of 4.5 h) and endovascular thrombectomy (time window of 24 h) are effective in the treatment of acute ischemic stroke (Warner et al., 2019). Notably, mortality in the elderly significantly increases in comparison with other age groups treated with thrombolytic or endovascular thrombectomy (Arora et al., 2016; Alawieh et al., 2019).

The incidence of stroke increases with age, which also is an important factor affecting stroke recovery (Badan et al., 2003; Feigin et al., 2003; Popa-Wagner et al., 2006; Petcu et al., 2008; Joseph et al., 2012; Buga et al., 2013; Ciobanu et al., 2017). Although approximately 33% of stroke patients recover spontaneously (Balestrino, 2012), intrinsic self-healing capability in elderly patients is lower than in the young (Hallstrom et al., 2008; Knoflach et al., 2012; Kang and Zheng, 2013). The ability to resist ischemic injury and to recover neurological function is lessened in aged animals (Liu et al., 2016), even though cerebral blood flow does not decrease in aged animals after ischemia (Manwani et al., 2014). Thus, it is imperative to investigate the factors responsible for the increased susceptibility to ischemic/hypoxic injury in the aged brain.

Mammals have an intricate regulatory system for ischemic response, in which hypoxia-inducible factor-1 (HIF-1) plays a critical role (Wiener et al., 1996; Yu et al., 1998). HIF-1 is a heterodimer composed of a HIF-1α subunit (an O_2_-regulated protein) and a HIF-1β subunit (a constitutively expressed protein). Under normoxic conditions, HIF-1α proteins are degraded by the ubiquitin–proteasome pathway, leading to only 5 min short half-life for the protein. In contrast, under hypoxic conditions, the degradation pathway is inhibited, and HIF-1α enters the nucleus, dimerizes with HIF-1β, and ultimately forms a transcription complex with other coactivators to initiate expression of multiple genes (Ke and Costa, 2006). Interestingly, it has been documented that a copper metabolism MURR domain 1 (COMMD1) promotes the degradation of the HIF-1α or competes with HIF-1β for binding to HIF-1α resulting in decreased DNA binding and impaired transcriptional activation of HIF-1 (Van De Sluis et al., 2007, 2010; Muller et al., 2009; Riera-Romo, 2018).

HIF-1 activation serves as a neuroprotectant in young animals following cerebral ischemic injury (Yan et al., 2011; Reischl et al., 2014). Reduced expression of HIF-1 regulated proteins in plasma may impair cerebrovascular function in healthy older volunteers in comparison with healthy young individuals (Sorond et al., 2015), although the underlying mechanism is unclear.

Here, we investigated a possible mechanism for defective recovery of aged brain from ischemic damage relative to young brain focusing on alterations in the regulation of HIF-1 transcription activity. Specifically, we compared HIF-1 activation in the brain between aged and young rats in response to the same cerebral ischemic insult and defined the contribution of suppressed HIF-1 activation to the severity of cerebral ischemic injury due to a defective self-recovery.

## Materials and Methods

### Experimental Animals

Young (3–4 months) and aged (20–24 months) male Sprague–Dawley rats were used for all experiments. Rats were fed food and water *ad libitum*, and kept in a temperature (22–25°C)- and humidity (60–65%)-controlled environment with alternating 12-h cycles of light and dark. The study was approved by the Sichuan Bioethics Committee with all protocols conducted under the Animal Care and Use guidelines. All experiments were performed under the guideline to minimize animal pain and stress throughout the study.

### Surgical Procedure

Transient middle cerebral artery occlusion (MCAO) for 60 min was used to establish acute ischemic stroke, which was followed by reperfusion. During the surgical procedure, rats were anesthetized with a mixture of 1–2% isoflurane in nitric oxide/oxygen (69%/30%) via a face mask. The right common carotid artery (CCA), right internal carotid artery (ICA), and right external carotid artery (ECA) were exposed through a midline incision of the neck. Next, proximal portions of the right CCA and ECA were ligated with 5–0 surgical sutures. A silicone-coated nylon suture (0.34 mm diameter for young rats; 0.43 mm diameter for aged rats; Shadong Biotechnology Ltd., Co., Beijing, China) was inserted to occlude the origin of the right MCA. Reperfusion was produced by gently withdrawing the suture (approximately 10 mm) after MCAO for 60 min to restore blood supply to the MCA territory. Sham-operated animals experienced the same surgical procedure without application of the suture. The body temperature was maintained at 37 ± 0.3°C during the surgical procedures. Rats were euthanized at 5 h, and on day 3, 7, 14, or 21 after MCAO under deep anesthesia. Brain tissue and blood samples were collected for analyses.

### Determination of Infarct Volume

Brain slices (2.0 mm-thick) were incubated in 2% 2,3,5-triphenyltetrazolium chloride (TTC) (Sigma–Aldrich, St. Louis, MO, United States) dissolved in normal saline for 15 min at 37°C, and then transferred into 4% formaldehyde solution for fixation. The area of the left hemisphere (V_1_, deep red staining of normal brain tissue), right hemisphere (V_2_), and infarction (V_3_, white non-staining of the infarct tissue with distinct border in the right side) of each slice was measured (six brain slides per rat) by an analysis system (Photoshop CC; Adobe Systems, San Jose, CA, United States). The infarct volume was calculated using the following equation: [V_1_ – (V_2_ – V_3_)]/V_1_ × 100% (Swanson et al., 1990; O’donnell et al., 2004; Shimamura et al., 2004).

### Neurological Evaluation

Neurological score (4-point scale method) (Bederson et al., 1986; Supplementary Table 1), modified neurological severity score (mNSS) (Chen et al., 2001; Supplementary Table 2), and corner turn test (Zhang et al., 2002) were used for measuring sensorimotor dysfunction following ischemic stroke.

### Quantitation of Microvascular Density

Fluorescein isothiocyanate-dextran (FITCD, Sigma–Aldrich) was used to label the microcirculation and detect the blood capillary density in the cerebral cortex. To calculate the number, volume, length, and branching of blood vessels, 50 μm-thick penumbra sections were imaged using a Nikon A1 confocal system (Nikon, Tokyo, Japan) to create z-stacks. Images were analyzed using the Bitplane Imaris 7.6.3 3D image analysis software package (Bitplane, Belfast, United Kingdom) to create three-dimensional (3D) reconstructions (angiograms) of the peri-infarct cortex vasculature.

### Immunofluorescence of Rat Tissue

The brain was removed and post-fixed in 4% buffered paraformaldehyde for 24 h, followed by cryoprotection in 20% sucrose prepared in 10 mM phosphate-buffered saline (PBS). Brains were cut into 2 mm slices (coronal sections, from bregma + 0.0 to −2 mm) and embedded in optimal cutting temperature medium. Sections (6 μm-thick) were prepared using a cryostat microtome (Leica CM1950; Leica Biosystems, Nussloch, Germany). Frozen sections were fixed in 4% paraformaldehyde at 4°C for 10 min, and then washed three-times for 3 min each with PBS. Sections were permeabilized with 0.1% Triton-X-100 for 10 min in room temperature before blocking. After incubation with PBS-2% BSA for 2 h at 37°C, sections were incubated with primary antibody (mouse anti-HIF-1α, 1:250; Novus Biologicals, Littleton, CO., United States and mouse anti-COMMD1, 1:100; Santa Cruz Biotechnology, Inc., CA, United States) or a mixture of two primary antibodies (rabbit anti-Ki67, 1:500; Thermo Fisher Scientific, Waltham, MA, United States; and mouse anti-rat endothelial cell antigen (RECA), 1:200; Abcam, Cambridge, United Kingdom) or (rabbit anti-Ki67, 1:500; Thermo Fisher Scientific; and mouse anti-NeuN, 1:500; Abcam) at 4°C overnight. After a brief wash with PBS, sections were then incubated with secondary antibody TRITC-conjugated swine anti-rabbit IgG (1:150; Dako, Glostrup, Denmark), TRITC-conjugated donkey anti-mouse IgG (1:500, Abcam), or FITC-conjugated goat anti-mouse IgG (1:150, Invitrogen, Carlsbad, CA, United States) for 1 h at 37°C. After being washing with PBS, sections were incubated with 1:300 4′,6-diamidino-2-phenylindole (DAPI) stain (Invitrogen) for 5 min at room temperature. Fluorescence signals were detected with a Nikon A1 confocal system (Nikon) at excitation/emission wavelengths of 495/519 nm (green), 578/603 nm (red), and 650/668 nm (blue).

### TdT-Mediated dUTP Nick-End Labeling (TUNEL) Assay

Frozen sections were fixed in 4% paraformaldehyde and permeabilized in 0.1% Triton X-100 (in PBS), followed by reaction with enzyme solution (terminal deoxynucleotidyl transferase) and label solution (nucleotide) subsequently (Roche Diagnostics, Mannheim, Germany). Nuclear morphology and the number of nuclei was assessed by DAPI staining. Images were acquired using a Nikon A1 confocal system.

### Microarray Experiment

The cortex or peri-infarct cortex was harvested and rinsed with cold PBS containing diethyl pyrocarbonate for eliminating RNase. Analysis was performed using an Affymetrix GeneChip^®^ Rat Genome 230 2.0 Array (31,000 probe set). RNA sample preparations and microarray hybridization procedures were performed by CapitalBio Corporation (Beijing, China), according to the procedures outlined by Affymetrix.

### GeneChip Data Processing and Analysis

Bioinformatics analysis from raw *CEL* files was performed using Gene Cloud of Biotechnology Information (Genminix Informatics, Shanghai, China), an online platform for microarray data analysis. GeneChip analysis included a series of quality control, background correction, normalization, and summary by robust multiarray average (RMA) (Baze et al., 2010). The difference analysis process, default parameters of the clustering heatmap, and significant analysis of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were performed by Gene Cloud of the Biotechnology Information, as previously described (Yang et al., 2016). The false discovery rate (FDR) was applied to monitor the probability of type one error by multiple hypothesis testing. Specifically, differentially expressed genes were selected according to threshold values of ≥1.2 and ≤−1.2-fold change (*p* < 0.05 and FDR < 0.25). First, differences between MCAO-subjected young and aged rats were determined, and then differential expression between sham-operated young and aged rats was then subtracted. Thus, differentially expressed genes between MCAO-subjected young and aged rats obtained using the above calculation were only due to the ischemia model.

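Sham rats of the 2 ages already differed, and most leptomeningeal markers were called lower in aged rats. A smaller share of the extracellular matrix genes was called lower, and both list calls were lost with an estimated correlation. Coch, a matrix protein of meningeal fibroblasts, had a log2 fold change of -3.00 in aged against young sham rats (standard error 0.31, n = 3 per group, limma adjusted p = 0.00455). Col1a2 had -2.45 (0.23, 0.00416) and Crabp2, a carrier of retinoic acid, -2.30 (0.31, 0.0175). Slc47a1, an organic cation exporter, had -2.06 (0.30, 0.0228) and Igf2 -1.96 (0.22, 0.0083). These 5 calls held without each array in turn, while another Igf2 probe set had 0.054. Atf3, a stress factor, was higher in aged sham rats by 1.99 (0.36, 0.0692), a call lost without young sham 3 (0.33).
In aged against young sham rats 191 probe sets were called, 70 higher and 121 lower. Of 20 leptomeningeal and fibroblast markers 15 were lower and 5 not called (19 lower when adjusted over the list alone, mean -1.26, camera adjusted p = 2.06e-40, and adjusted p = 0.312 with an estimated correlation). Of 24 extracellular matrix genes 7 were lower and 17 not called (9 over the list alone, mean -0.52, 1.46e-17, and adjusted p = 0.312 with an estimated correlation). Of 17 immediate early genes 1, Ier2, was higher (12 over the list alone, mean 0.65, 9.14e-13, and adjusted p = 0.359 with an estimated correlation). The Ier2 call was lost without young sham 1, young sham 2, young sham 3, aged sham 1, aged sham 3, aged MCAO 2 or aged MCAO 3 (0.264 to 0.696).
Of the probe sets called in aged against young MCAO, 69 were also called in sham rats, 28 higher and 41 lower, all in the same direction, where 0.54 and 0.47 would be shared if the 2 comparisons were independent. Taking these away left 290, 210 higher and 80 lower. The 69 removed had a median log2 fold change of 0.75 in sham rats, counted in the direction of their MCAO change, whose median size was 0.79. The 290 left had 0.15 against 0.47, and 242 of them had the same sign in sham rats, 77 past the fold. Taking the sham log2 fold change itself away left 188.
Leaving out 1 array moved the 290 to 1038 (aged MCAO 2), 52 (aged MCAO 1), 54 (aged MCAO 3), 99 (young MCAO 1), 187 (young MCAO 2), 142 (young sham 3), 145 (aged sham 1), 159 (aged sham 3), 173 (young sham 1) or 174 (young sham 2). It moved the 191 to 75 (young sham 2), 52 (young sham 3) or 80 (aged sham 3). With array weights they became 2841 and 420, with the beta-actin covariate 155 and 83, and with the 2 groups' arrays alone 47 and 184. With dim probe sets left out they were 332 and 117, and with an unmoderated test of the 2 groups or the leptomeningeal and striatal covariates 0 and 0. These covariates, whose leptomeningeal score has no overlap between the ages, turned the sham mean of the matrix list to 0.18 and of the immediate early list to -0.57, and Slc47a1 to 0.25 and Ier2 to -0.34.

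**Figure D1:**
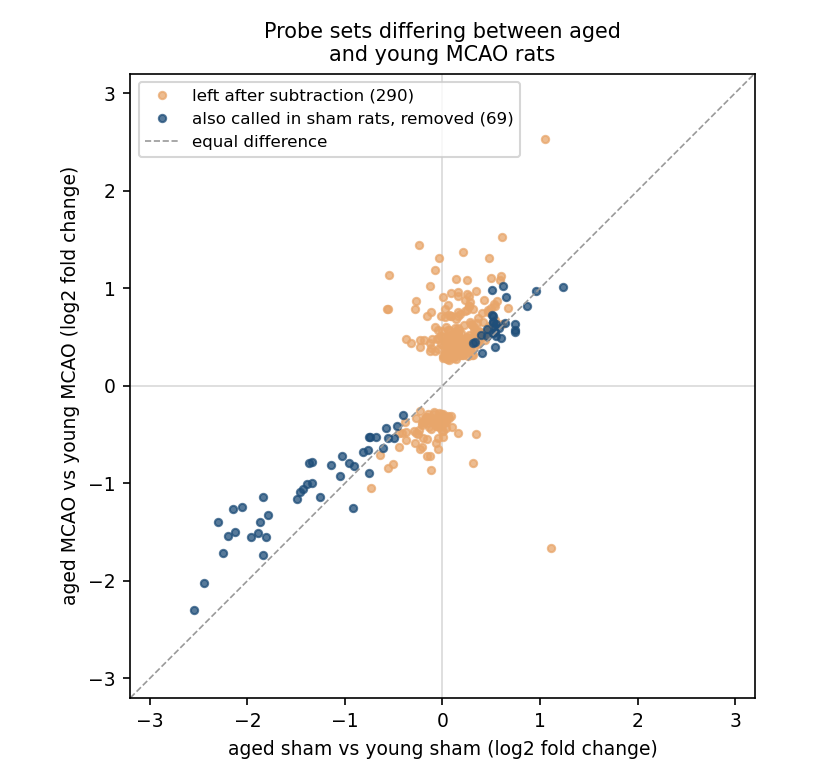
Log2 fold change of aged against young sham (x) and of aged against young MCAO (y) for the 359 probe sets called in the MCAO comparison; each dot is a probe set, coloured by whether the subtraction left (290) or removed (69) it. The dashed line marks equal changes.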

Heat map of HIF-1 signaling pathway, as measured by microarray, were shown all groups with Cluster 3.0. Briefly, the normalization and standardization of microarray intensity values within datasets by Z score transformation and the subsequent use of the transformed data to compare multiple genes. Red indicates upregulation of gene expression and green indicates downregulation of gene expression relative to the median for each experiment.

### Quantitative Real-Time PCR (Q-PCR)

TATA-binding protein (TBP) and β-actin were chosen as endogenous controls. The primer sequences were designed using Primer-BLAST of NCBI (Supplementary Table 3). The source RNA used for amplification was derived from the same samples used for microarray hybridization. cDNA was synthesized using 1 μg RNA and PrimeScript^TM^ RT reagent kit (TaKaRa, Dalian, China) in accordance with the manufacturer’s instructions. Briefly, the extracted RNA was dissolved in RNase/DNase-free water, and the reaction conditions were: 37°C for 15 min, 85°C for 5 s (the 20 μL reaction contained 1 μg total RNA, 1 μL PrimeScript RT Enzyme Mix I, 1 μL RT Primer Mix, 4 μL 5 × PrimeScript Buffer 2, and up to 20 μL RNase/DNase-free water). The synthesized cDNA was diluted 20 times with RNase/DNase-free water and stored at −20°C. Q-PCR was performed using SYBR^®^ *Premix Ex Taq*II kit (TaKaRa) with the BIO-RAD CFX96 Real-Time System (Bio-Rad Laboratories, Hercules, CA, United States). The 20 μL reaction system contained 10 μL SYBR^®^ Premix Ex Taq^TM^II, 1 μL Forward Primer (10 μM), 1 μL Reverse Primer (10 μM), 3 μL RNase/DNase-free water, 5 μL cDNA. Cycling conditions included 30 s of denaturation at 95°C, followed by 35 cycles of PCR amplification at 95°C for 5 s, 60°C for 30 s. A melting curve was used to check the specificity for each amplified fragment. For all reactions, triplicate technical and biological repetitions of each individual were performed. Data were analyzed using the 2^–ΔΔ*Ct*^ method with the Bio-Rad CFX96 real-time PCR system.

### Western Blotting

The total protein was extracted from the peri-infarct cortex and quantified using the Thermo Fisher Scientific Pierce bicinchoninic acid protein assay kit. Equal amounts of protein (20 μg) were separated by SDS–PAGE, and proteins were transferred onto polyvinylidene difluoride membranes (Bio-Rad Laboratories). After blocking (TBST with 5% w/v non-fat dry milk), membranes were incubated a mouse monoclonal antibody against HIF-1α (diluted 1:500; Novus Biologicals), a mouse monoclonal antibody against VEGF (diluted 1:1,000; Santa Cruz Biotechnology), or a mouse monoclonal antibody against COMMD1 (diluted 1:1,000; Santa Cruz Biotechnology) followed by HRP-conjugated secondary antibody (diluted 1:2,000; Bio-Rad Laboratories). Membranes were re-incubated with HRP-conjugated monoclonal mouse anti-β-tubulin or anti-GAPDH (diluted 1:2,000; KangChen Biotech, Shanghai, China) as a loading control. Bands visualized by using DAB reagent (Millipore, United States), images were captured and analyzed using Vilber Fusion (VILBER LOURMAT Fusion FX, France).

### Quantitative Analysis Vascular Endothelial Growth Factor (VEGF) in Plasma

Plasma was obtained from rats by centrifuging peripheral blood for 10 min at 2,000 × *g*. Expression of VEGF in plasma was measured using the Milliplex MAP Rat Cytokine/Chemokine Magnetic Bead Panel kit (Cat. RECYTMAG-65K; EMD Millipore, Darmstadt, Germany).

### Chromatin Immunoprecipitation Assay

Portions of frozen tissue samples (300 mg peri-infarct cortex from four rats were combined for each chromatin immunoprecipitation (ChIP); *n* = 4 per group, performed in triplicate) were finely grinded in liquid nitrogen, fixed in 1% formaldehyde for 10 min, and quenched with glycine (0.125 mol/L) for 5 min. After crushing tissue in a Dounce homogenizer with cold 1 × PBS with 0.5% Triton X-100, chromatin was extracted, followed by shearing on a Branson Digital Sonifier instrument (S450D; Branson Ultrasonics, Danbury, CT, United States) for a total of 120 cycles (30% amplitude, 15 s on/off). A small portion of sonicated chromatin was kept as “input” material. The remaining chromatin was incubated overnight with 5 μg of anti-HIF-1α antibody (NB100-123; Novus Biologicals) or normal mouse IgG2b (MAB004; Novus Biologicals) bound to 50 μL Protein-G magnetic beads (10004D, Dynabeads; Invitrogen), followed by extensive washing and elution. Next, immunoprecipitate and input chromatin samples were reverse crosslinked, followed by DNA purification using phenol/chloroform. Real-time PCR amplification of immunoenriched DNA samples was performed using primers for the *Angpt2* promoter (5′-CAGACGTGGTCCTTCGAGTC-3′ and 5′-TGGGGGCTACACTGACTTCT-3′) and *Vegfa* promoter (5′-GCCAGACTCCACAGTGCATA-3′ and 5′-TGTGTGACACTGAGAACGGG-3′). Potential HIF-1 binding sites in the *Angpt2* and *Vegfa* promoters were predicted by the JASPAR database and ALGGEN-PROMO (Messeguer et al., 2002; Farre et al., 2003). Data were normalized by the percentage input method and plotted relative to the IgG control of each sample.

### Administration of the HIF-1 Activity Inhibitor (Chetomin) in Young Rats

Chetomin (final conc. 7 mg/mL; Selleck Chemicals, Houston, TX, United States) was dissolved in an appropriate solution (2% dimethyl sulfoxide, 40% polyethylene glycol 300, 2% Tween 80, and ddH_2_O). Chetomin solution was administered (1 mg/kg body weight) by intraperitoneal injection to young rats immediately following MCAO and once daily thereafter for 7 days. Sham groups received intraperitoneal injections of vehicle solution.

### Treatment of Aged Rats With COMMD1 siRNA

The combination of three COMMD1 siRNA duplex mixture (5 nmol/COMMD1 siRNA duplex, RiboBio Co., Guangzhou, China) or negative control (5 nmol, RiboBio Co., Guangzhou, China) was dissolved in ten microliters of sterile normal saline, and was administered by intracerebroventricular injection to aged rats, as reported previously (Xue et al., 2016). The combined COMMD1 siRNA duplex mixture effectively suppressed COMMD1 protein levels administrated 1 day before MCAO (Supplementary Figure 1). The sequences of the three COMMD1 siRNA are as follows: 5′- AGCAGA TCTTGAAGAAGCT-3′, 5′-GAGGTGGAAGAGAGTATCA-3′, and 5′-TCTGGAGTTTGATGAAGCT-3′.

### Statistical Analysis

All statistical analyses were performed using SPSS software (SPSS Inc., Chicago, IL, United States). Linear regression of infarction volume (Y) on time after ischemic stroke (X), and microvascular density (Y) on time after ischemic stroke (X), was conducted for the slope-ratio and standard curve methods. Overall survival rates were calculated by the Kaplan–Meier method. Data were presented as mean ± SD. To detect differences between means, statistical analyses were performed using unpaired *t*-tests and 1- or 2-factor repeated measures analysis of variance (ANOVA). A value of *p* < 0.05 was considered statistically significant.

## Results

### Defective Recovery From Ischemic Stroke in Aged Rats

The infarct volume of the brain was measured at 3, 7, 14, or 21 days after transient MCAO in young and aged rats. As shown in Figure 1A, the initial larger infarct volume observed on day 3 in the young decreased from 29.78 ± 7.67% (day 3) to 20.31 ± 6.04% (day 21). However, the cerebral infarct volume in the aged rats remained the same (33.18 ± 13.01% to 32.87 ± 4.26%) throughout the entire period of measurements (Figure 1B). In association with the difference in brain damage, the overall survival rate within 21 days after MCAO was significantly lower in the aged rats (71.1%) than in the young rats (85.6%) (Figure 1C). Furthermore, a significantly larger number of apoptotic cells found in the aged brain than in the young 3 days after MCAO (Figure 1D). Corresponding to these pathological changes, the mNSS test and corner turn test (Figure 1E) showed more retarded movement of the aged rats than the young rats at 7 days after MCAO.

**FIGURE 1:**
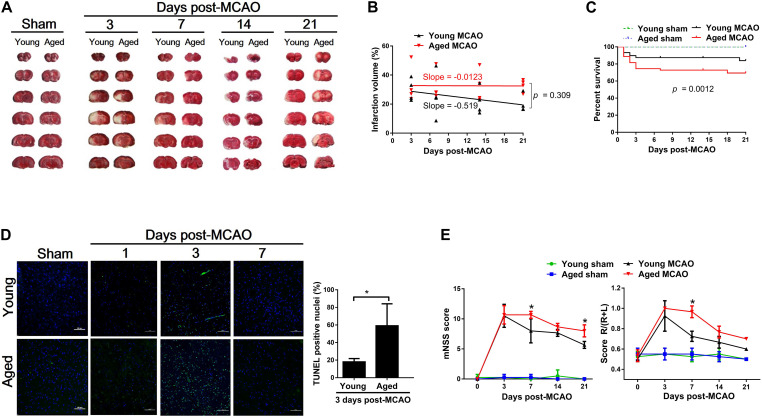
Pathological and functional alterations after MCAO between young and aged rats. **(A)** Coronal rat brain sections (2 mm thick) stained with TTC showing the ischemic core. White reflects the infarct area. **(B)** Changes in brain ischemic infarction area as time elapsed following MCAO between young and aged rats determined by slope-ratio assay. **(C)** Survival rate calculated by Kaplan–Meier curve at 21 days after MCAO. Sham-operated aged (*n* = 20) and young rats (*n* = 20), 100% survival; MCAO young rats (*n* = 90), 85% survival; and MCAO aged rats (*n* = 90), 71.1% survival. **(D)** TUNEL determination in the peri-infarct cortex after MCAO. Data are presented as mean ± SD (n = 4 per group) *p < 0.05 (unpaired *t*-test). **(E)** mNSS and corner turn test at 3, 7, 14, and 21 days after MCAO. Data are presented as mean ± SD (*n* = 3–4 per group). *p < 0.05 (two-way repeated measures ANOVA followed by LSD).

### Depressed Neurorestoration and Angiogenesis in the Aged Rats

There were much less newly generated neurons in the aged brain (5.79 ± 2.86%) than in the young (24.08 ± 7.11%), as determined by a neuronal nuclei marker (NeuN, green) and a proliferation marker (Ki67, red) on the 7th day after MCAO (Figure 2A). In addition, there was less than 50% of proliferative endothelial cell counts in the aged rat brains (23.35 ± 1.82%) than in the young brains (58.42 ± 19.87%), as defined by an endothelial cell marker (RECA-1, green) and a proliferation marker (Ki67, red), on the 7th day after MCAO (Figure 2B). There was no difference in the cortex vessel density between aged and young rats, as defined by 3D angiograms. In the young rats, the vessel density was significantly decreased 3 days after MCAO, but gradually recovered closing to the baseline level 21 days after MCAO; but in the aged rats this recovery process was significantly suppressed (Figure 2C).

**FIGURE 2:**
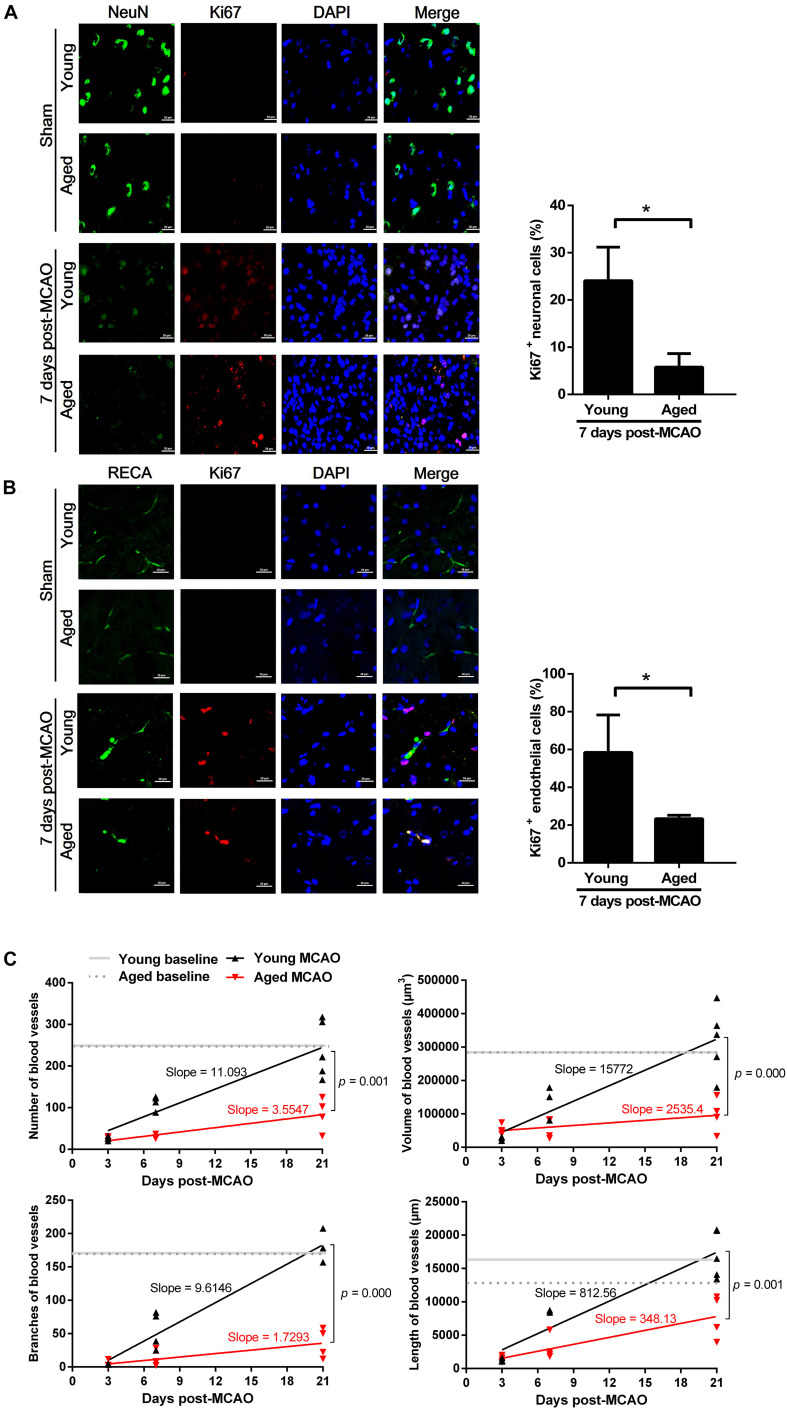
Neurogenesis and angiogenesis in the peri-infarct cortex after MCAO. **(A)** Neurogenesis observed at 7 days after MCAO. Representative confocal image of a peri-infarct cortical section stained with NeuN (neuronal marker, green) and Ki67 (proliferation marker, red). Nuclei were counterstained with DAPI (blue). Data are presented as mean ± SD (*n* = 3 per group). *p < 0.05 (unpaired *t*-test). **(B)** Angiogenesis observed at 7 days after MCAO. Representative confocal image of a peri-infarct cortical section stained with RECA (endothelial cell marker, green) and Ki67 (proliferation marker, red). Nuclei were counterstained with DAPI (blue). Data are presented as mean ± SD (*n* = 3 per group). *p < 0.05 (unpaired *t*-test). **(C)** Microvascular density quantified in the peri-infarct cortex (50 μm-thick sections) before (baseline), and at 3, 7, and 21 days after MCAO. Slope-ratio assay defined the linear regression of microvascular density (Y) against time elapsed (X) after MCAO.

### Alterations in HIF-1 Transcription Activity Between Aged and Young Rats

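Messenger RNA of the cortex or peri-infarct cortex was measured on 12 rat genome arrays, 1 per rat, with 3 young sham, 3 aged sham, 3 young MCAO and 3 aged MCAO rats. The young rats were 3 to 4 months old and weighed 340 to 400 g. The aged rats weighed 585 to 685 g, and their age is 20 to 24 months in the paper and 18 to 20 months in the sample labels. Occlusion lasted 60 min and the tissue was taken on day 3. Each array gives the intensity of 31099 probe sets, summarised by the authors, and the base 2 logarithm was taken before testing. The 57 control probe sets were left out, which leaves 31042, of which 20826 carry 1 gene symbol, for 14217 genes. A probe set was called higher or lower when the limma test over all 12 arrays gave a fold of at least 1.2, an unadjusted p under 0.05 and an adjusted p under 0.25. These are the limits the paper states. Gene groups are 37 fixed lists with 1 probe set per gene, tested with camera at a preset correlation of 0.01 between genes and called at an adjusted p under 0.05. The limits, the comparisons and the alternatives, all but 1 setting added for the comparison with the paper's own list of genes, were chosen before the array values were examined. They and the lists were written after Supplementary Table 4, drawn from the same arrays, had been read, so the lists are not independent of it. Median intensity lay between 93.3 and 96.9 on all arrays. The authors' values were already evened between arrays by quantile normalization, so equal medians do not show that the signal was even. The 3' to 5' difference of the Gapdh control (a marker of RNA breakdown) was similar in aged and young rats (exact p = 0.829, n = 6 per group). That of the beta-actin control gave an exact p of 0.387. In the tests on simulated data, 61% of changes of 0.5 on the log2 scale and 95% of changes of 1.0 were called in aged against young MCAO, so smaller changes can be missed with 3 rats per group.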

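After MCAO the aged cortex held less messenger RNA of most markers of the leptomeninges, the membranes that cover the brain, than the young cortex. Few extracellular matrix genes were called lower, and their list mean changed sign with the leptomeningeal and striatal covariates. Both list calls were lost with an estimated correlation. Lists of microglial, lysosomal and cell cycle genes had higher means, and the microglial scores of the 2 ages overlap. Col1a2, which encodes a chain of type I collagen, had a log2 fold change of -2.02 (standard error 0.23, n = 3 per group, limma adjusted p = 0.00662), and Igf2, a growth factor of the leptomeninges, -1.55 (0.22, 0.0295). Tnnt2, a troponin of heart muscle, had -1.73 (0.32, 0.0831). Dimmer probe sets of Igf2 and Tnnt2 had 0.065 and 0.07. Pbx3, a homeodomain transcription factor, was higher by 1.31 (0.15, 0.00662). These calls, with that of Ermn, held without each array in turn.
Of 31042 probe sets, 359 were called in aged against young MCAO, 238 higher and 121 lower. Of 20 leptomeningeal and fibroblast markers, 13 were lower, 0 higher and 7 not called (16 lower when adjusted over the list alone), with a mean log2 fold change of -0.90 and a camera adjusted p of 1.39e-19 (adjusted p = 0.327 with an estimated correlation). Of 24 extracellular matrix genes, 3 were lower (Col1a1, Col1a2 and Col3a1) and 21 not called (9 lower over the list alone, mean -0.31, 5.29e-06, and adjusted p = 0.46 with an estimated correlation), and the list mean turned to 0.043 with the leptomeningeal and striatal scores as covariates.
Among 24 microglia and macrophage markers, Gpnmb, Tyrobp, Itgb2 and Laptm5 were higher and 20 were not called (12 higher over the list alone, mean 0.57, camera adjusted p = 9.84e-10, and adjusted p = 0.546 with an estimated correlation). The microglial score of aged MCAO 2 (0.006) lies below those of young MCAO 1 (0.155) and young MCAO 3 (0.192), with an exact p of 0.3 between the groups. Ctsd, Lgmn, Ctsz and Laptm5 were the 4 higher of 18 lysosomal genes, and Ctsk, a cathepsin of connective tissue, the 1 lower (9 and 1 over the list alone, mean 0.33, 1.03e-08, and adjusted p = 0.392 with an estimated correlation). The 28 cell cycle genes had 2 higher, Cdk1 and Rrm1, and 26 not called (24 higher over the list alone, mean 0.58, 3.46e-18, and adjusted p = 0.359 with an estimated correlation). No complement gene of 9 was called alone (4 higher over the list, mean 0.43, 0.00053, and adjusted p = 0.458 with an estimated correlation), and no reactive astrocyte gene of 15 (5 higher over the list, mean 0.48, 2.49e-05, and adjusted p = 0.55 with an estimated correlation).
The largest single rises were fragile. Ccl2, a chemokine that draws monocytes, was 5.78-fold higher (log2 2.53, standard error 0.66, limma adjusted p = 0.228). With 1 array left out its log2 change ranged from 1.85 to 3.12. The Ccl2 call was lost without each array except aged sham 2, aged sham 3 and aged MCAO 2 (adjusted p from 0.26 to 0.512). The Gpnmb rise of 2.88-fold (0.209) was lost without each array except aged sham 2, young MCAO 3 and aged MCAO 2 (0.265 to 0.594), and the Cdk1 rise of 2.73-fold (0.203) without each except aged sham 2 and aged MCAO 2 (0.252 to 0.516). Of 36 named genes called here, 29 lost the call without aged MCAO 1, 27 without aged MCAO 3, 24 without young MCAO 1 and 21 without young MCAO 2. Leaving out another array cost 16 calls (each of aged sham 1, aged sham 3 and young sham 3), 14 (young sham 2), 12 (young sham 1), 9 (young MCAO 3), 2 (aged sham 2) or 0 (aged MCAO 2). The reactive astrocyte call was lost without aged MCAO 1 (0.0795; 6.19e-09 to 0.55 over the alternatives).
The count of 359 became 1115 without aged MCAO 2, 84 without aged MCAO 3, 86 without aged MCAO 1, 134 without young MCAO 1, 165 without young sham 3, 184 without aged sham 3, 204 without aged sham 1 and 209 without young sham 2. It became 3058 with array weights, 189 with the beta-actin 3' to 5' difference as a covariate, 81 with the arrays of the 2 groups only, and 0 with an unmoderated test of the 2 groups (724 before adjustment) or with the leptomeningeal and striatal scores as covariates. The leptomeningeal score separates the ages completely, so values with it as a covariate are extrapolations. The leptomeningeal, microglial and cell cycle lists were included after the genes of Supplementary Table 4, drawn from the same arrays, had been seen, so they are not independent of it.

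**Figure D2:**
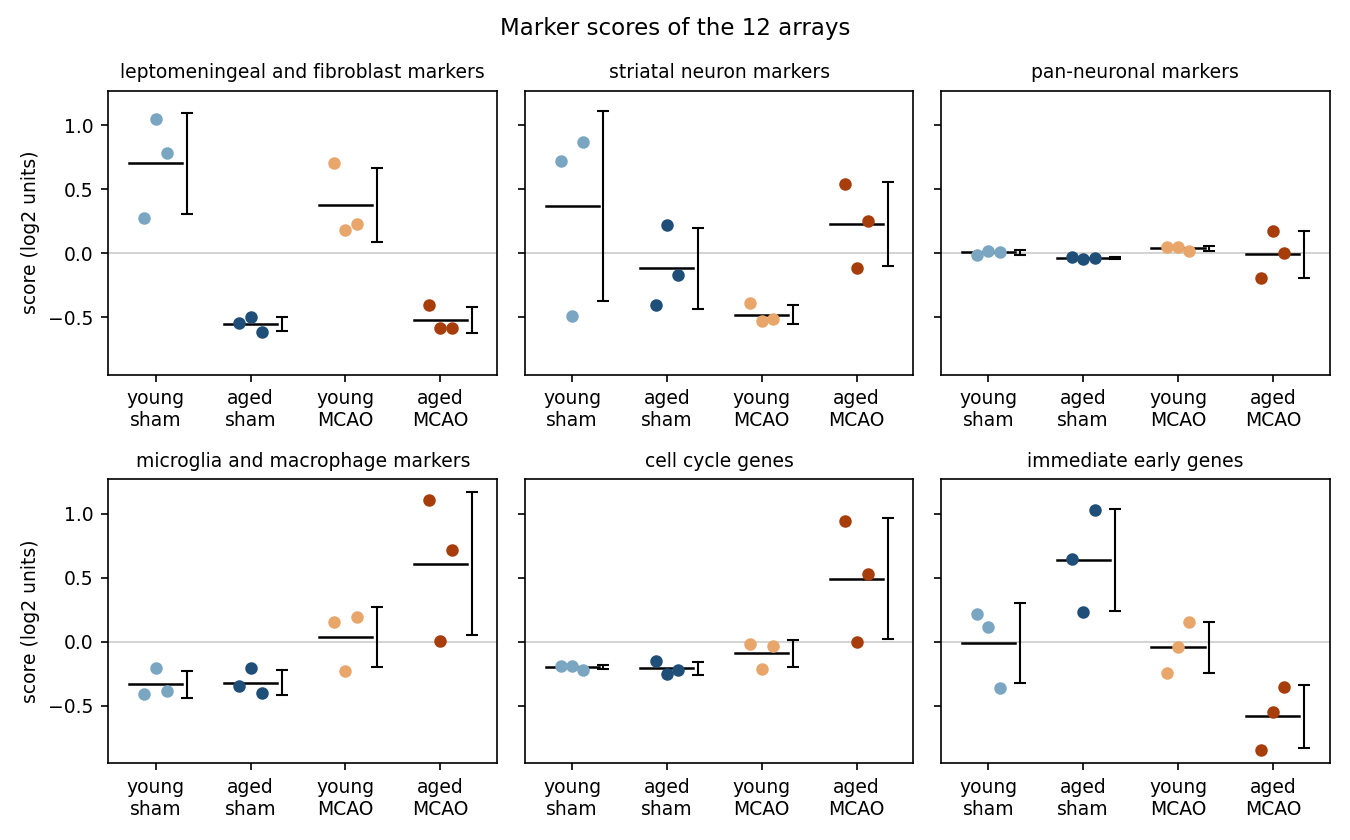
Array score (mean log2 intensity relative to the mean of all arrays) of 6 gene lists in the 4 groups; dots are arrays, lines group means and bars standard deviations, n = 3. The leptomeningeal mean is -0.55 in aged sham, -0.52 in aged MCAO, 0.70 in young sham and 0.37 in young MCAO.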

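Immediate early, striatal, cortical excitatory and myelin genes were called as lists between aged and young MCAO rats. These list calls were lost with an estimated correlation, and also without the genes of Supplementary Table 4. Pan-neuronal and inhibitory interneuron genes were not called and few genes of apoptosis were. Egr2, a zinc finger factor switched on by neuronal activity, had a log2 fold change of -1.67 (standard error 0.42, n = 3 per group, limma adjusted p = 0.212). Bdnf, a neurotrophin, had -0.79 and Dusp5, a phosphatase of the ERK pathway, -0.50. Ermn, a cytoskeletal protein of myelinating oligodendrocytes, was higher by 0.69, Bcas1 (early myelinating cells) by 0.78 and Myrf (the regulator of myelin genes) by 0.55. Casp1, the caspase of the inflammasome, was higher by 0.51 (0.14, limma adjusted p = 0.243), and Bag3, a partner of heat shock proteins that holds back apoptosis, by 0.43 (0.11, 0.23).
Of 17 immediate early genes, 3 were lower and 14 not called (8 lower when adjusted over the list alone, mean -0.54, camera adjusted p = 9.39e-08, and adjusted p = 0.46 with an estimated correlation). Of 21 oligodendrocyte and myelin genes, 3 were higher and 18 not called (9 over the list alone, mean 0.26, 1.72e-06, and adjusted p = 0.581 with an estimated correlation). None of 14 striatal neuron markers (genes such as Drd1 and Penk, low in cortex) was called alone, with 7 higher over the list (mean 0.71, 3.48e-06, and adjusted p = 0.55 with an estimated correlation). None of 19 cortical excitatory neuron markers was called alone, with 4 lower over the list (mean -0.16, 0.00126, and adjusted p = 0.359 with an estimated correlation). None of 16 pan-neuronal markers (mean -0.04, 0.214) and none of 9 inhibitory interneuron markers (mean -0.10, 0.237) was called, alone or as a list. Among 16 apoptosis promoters, Casp1 alone was called (4 higher over the list, mean 0.11, 0.0394, and adjusted p = 0.46 with an estimated correlation), and among 13 apoptosis inhibitors Bag3 alone (4 higher over the list, mean 0.18, 0.237).
Of 13 antigen presentation genes, Psmb8, a subunit of the immunoproteasome, was higher and 12 were not called (4 higher over the list alone, mean 0.27, 0.00431, and adjusted p = 0.572 with an estimated correlation). Epsti1 was the 1 higher of 17 interferon-stimulated genes (6 over the list, mean 0.21, 0.00426, and adjusted p = 0.605 with an estimated correlation). Of 7 homeostatic microglia genes none was called alone (3 higher and 1 lower over the list, mean 0.27, 0.0378, and adjusted p = 0.683 with an estimated correlation).
The Egr2 call was lost without young sham 2, aged sham 1, young MCAO 2, young MCAO 3, aged MCAO 1 and aged MCAO 3 (limma adjusted p from 0.263 to 0.472). The Casp1 call was lost without each array except aged sham 2, young MCAO 3 and aged MCAO 2 (0.28 to 0.5). The Bag3 call was lost without each except aged sham 2 and aged MCAO 2 (0.26 to 0.55). Bdnf was not called without 8 arrays (all except young sham 1, aged sham 2, young MCAO 2 and aged MCAO 2). Dusp5 was not called without aged sham 3, young MCAO 1, young MCAO 2, young MCAO 3 and aged MCAO 1, and Psmb8 without each array except aged sham 2, young MCAO 3 and aged MCAO 2. Myrf lost its call without young sham 3, aged sham 3, young MCAO 3, aged MCAO 1 and aged MCAO 3. Bcas1 lost it without young MCAO 1, aged MCAO 1 and aged MCAO 3, and Epsti1 without young MCAO 1, young MCAO 2, aged MCAO 1 and aged MCAO 3. Among the lists, the myelin call was lost without young MCAO 3 (0.149), the antigen presentation call without aged MCAO 3 (0.101), and the interferon call without young MCAO 2 (0.175). The apoptosis promoter call was lost without young sham 2 (0.0557), young MCAO 2 (0.0854), young MCAO 3 (0.108) and aged MCAO 1 (0.303). The homeostatic microglia call was lost without young MCAO 2 (0.133), young MCAO 3 (0.229), aged MCAO 1 (0.433) and aged MCAO 3 (0.0557). The immediate early, striatal and oligodendrocyte lists were included after the genes of Supplementary Table 4 had been seen. Without its members the calls of the immediate early (0.118), striatal (0.26), myelin (0.42), cortical excitatory (0.151), apoptosis promoter (0.416), antigen presentation (0.118) and homeostatic microglia (0.388) lists were lost. Over all alternatives these lists had an adjusted p from 4.32e-12 to 0.683.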

Gene Ontology (GO) analyses of the brain tissues obtained 3 days after MCAO revealed that there were significant changes in the expression of 5 major categories: (1) genes associated with negative regulation of apoptotic process; (2) organ regeneration; (3) responses to hypoxia; (4) responses to organic cyclic compound; and (5) positive regulation of apoptotic process (Supplementary Tables 3, 4). Among these changes HIF-1 regulated genes were noticeably involved (Figures 3A,B). In particular, the expression of HIF-1 controlled pro-angiogenic genes, *Angpt2* or *Vegfa*, was differentially regulated between aged and young rats.

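HIF-1 is the transcription factor that switches on genes for blood vessels, iron, heme and sugar use when oxygen falls. Between aged and young MCAO rats none of its 47 measured target genes was called alone, and as a group they had a slightly lower mean in aged rats. That group call was lost with an estimated correlation, without some single arrays and without the members in Supplementary Table 4. Hmox1, which breaks down heme, had a log2 fold change of 0.59 (standard error 0.20, n = 3 per group, limma adjusted p = 0.389), and Tfrc, the receptor for iron-loaded transferrin, -0.31 (0.12, 0.479). Igfbp3, which binds insulin-like growth factors, had -0.29 (limma adjusted p = 0.463) and Ddit4, a brake on mTOR, -0.46 (0.526).
Of the 47 target genes, 12 had a positive log2 fold change. The mean was -0.07 and the camera adjusted p 0.0325 (adjusted p = 0.327 with an estimated correlation), with 1 gene lower when adjusted over the list alone. The list call was lost without young MCAO 1 (0.0951), young MCAO 2 (0.0668), aged MCAO 1 (0.0833) or aged MCAO 2 (0.0818), and without the members in Supplementary Table 4 (0.12). Over the alternatives it ranged from 0.006 to 0.327. In sham rats 2 of the targets were lower in aged than in young: Igfbp3 (-0.53) and Adm (-0.44), a peptide that widens vessels. The list mean was -0.09 (limma camera adjusted p = 0.136). The Igfbp3 call was lost without young sham 2, young sham 3 or aged sham 2 (0.253 to 0.619). The Adm call was lost without each array except aged sham 3, young MCAO 1 and young MCAO 3 (0.251 to 0.667).
Of the 9 genes of the HIF-1 heat map in Figure 3A, 0 passed the adjusted limit in limma and 8 passed the fold and an unadjusted p under 0.05, all but Camk2d. Erbb2, a receptor kinase that acts with neuregulin receptors, had -0.31 (0.10, limma adjusted p = 0.352), Camk2a, a kinase of excitatory synapses, -0.33 (0.12, 0.43) and Camk2d, its form in heart and glia, -0.27 (0.16, 0.694). The other probe sets of Camk2a had -0.14, -0.03 and 0.09, and those of Camk2d -0.11 and -0.06. Tlr4, a sensor of tissue damage on microglia, had 0.28 (0.10, 0.43), and Tek, the endothelial receptor for angiopoietins, 0.32 (0.14, 0.544). As a group, with Camk2a read from its brightest probe set (-0.14), the 9 genes had a mean of -0.12 (limma camera adjusted p = 0.239). Adjusted over the list alone, 3 were higher and 4 lower. All 9 are in Supplementary Table 4, drawn from the same arrays, and they go in both directions. The counts over the list alone are therefore not independent of that choice, and the mean says little. None of 13 HIF subunits and regulators was called (mean -0.02, limma camera adjusted p = 0.708).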

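Angpt2 is made by endothelial cells and loosens vessels so that new sprouts can form, and Vegfa, made by astrocytes and neurons, drives their growth. Both had lower means in aged than in young MCAO rats, and neither passed the adjusted limit. Angpt2 had a mean log2 intensity of 6.43 (standard deviation 0.39, n = 3) in young MCAO and 5.57 (0.39) in aged MCAO rats. The log2 fold change was -0.86 (standard error 0.24, limma adjusted p = 0.259). Without ischemia the age difference was of the same size: 6.26 (0.26) in young sham and 5.39 (0.34) in aged sham rats, a change of -0.87 (0.24, limma adjusted p = 0.337). The Vegfa probe set with the highest signal had 9.13 (0.20) in young MCAO and 8.79 (0.20) in aged MCAO rats, a change of -0.34 (0.15, limma adjusted p = 0.535). In sham rats its age change was -0.03, from 9.0 (0.10) to 8.97 (0.28). The other Vegfa probe set had -0.22 (0.09, limma adjusted p = 0.469) after MCAO.
Angpt2 was called lower in aged MCAO without aged sham 2 (limma adjusted p = 0.22) or young MCAO 2 (0.236), with dim probe sets left out (0.225), with quantile normalization (0.249), with median centring (0.235) and with array weights (0.00272). At the same limits Vegfa was called with array weights only (0.0669). Leaving out 1 array gave Angpt2 an adjusted p from 0.22 to 0.58 and Vegfa one from 0.349 to 0.809. Over the other settings both reached 1.
Of 39 angiogenic ligands, receptors and effectors, Mmp14, a membrane protease that opens the matrix for sprouts, was the 1 called, at -0.62 (0.12, limma adjusted p = 0.107). The other 38 were not called (1 higher and 2 lower when adjusted over the list alone, mean -0.02, limma camera adjusted p = 0.693). The Mmp14 call was lost without young MCAO 1 (0.292) or aged MCAO 1 (0.264). Adamts1, a protease that binds VEGF, had 0.75 (limma adjusted p = 0.323) and Tie1, a partner of Tek, 0.38. None of 19 endothelial markers was called alone (4 higher over the list, mean 0.09, 0.174). The paper reports equal HIF-1 alpha protein in the 2 ages and reduced HIF-1 binding at the Angpt2 and Vegfa promoters of aged rats. It concludes that the reduced binding explains the lower expression of the 2 genes. The protein and the binding were measured at an earlier time after MCAO than day 3, so these arrays do not test them at the same time. The paper's PCR on RNA of the same samples and its VEGF protein data were not analysed here.

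**Figure D3:**
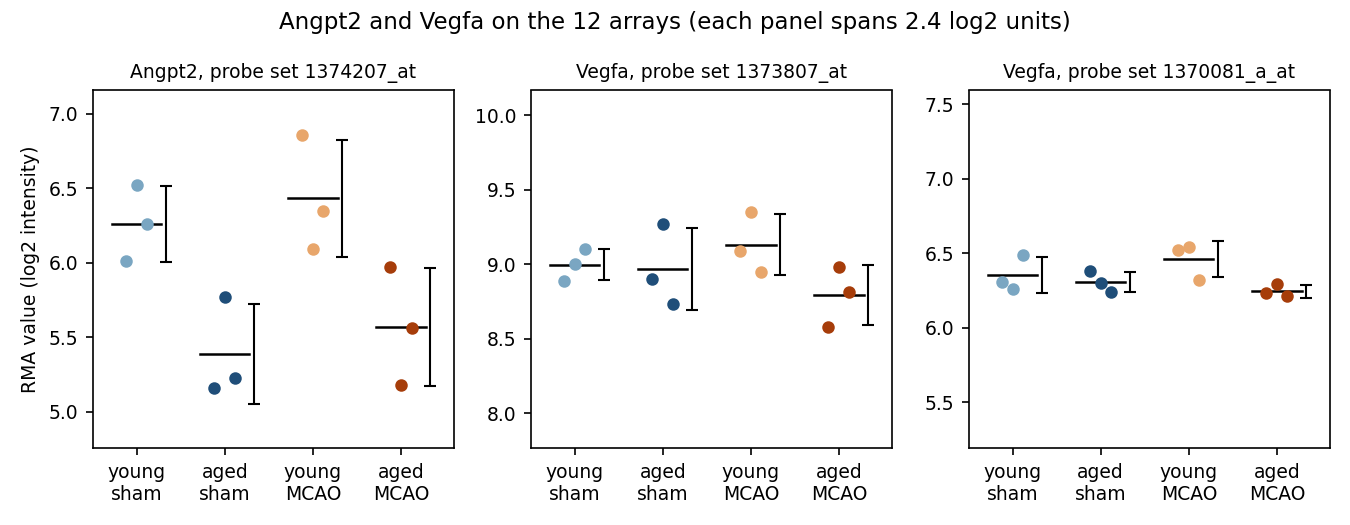
Log2 intensity of Angpt2 and of 2 Vegfa probe sets in young and aged sham and MCAO rats; dots are arrays, lines group means and bars standard deviations, n = 3. The Angpt2 means are 6.26 and 5.39 in young and aged sham and 6.43 and 5.57 in young and aged MCAO.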

**FIGURE 3:**
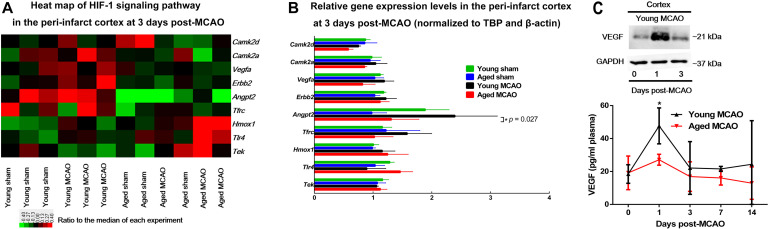
Microarray analysis of HIF-1 related gene expression and relation between VEGF in cortex and in blood. **(A)** Heat map of HIF-1 signaling pathway. A log_2_-transformed expression ratio among four groups. Red indicates up-regulation and green for down-regulation of gene expression relative to the median of all groups. Each group includes three replicates. **(B)** Genes involved in HIF-1 signaling pathway that were validated by quantitative PCR (the RNA used for amplification was derived from the same samples used for microarray). Data are presented as mean ± SD (*n* = 3 per genotype), *p < 0.05 (one-way ANOVA with LSD test), MCAO young rats vs. MCAO aged rats. **(C)** VEGF protein levels in young peri-infarct cortex 0, 1, or 3 days after MCAO (insert); Plasma VEGF concentrations young and aged MCAO rats. Data are shown as mean ± SD from 3 to 6 rats for each group. *p < 0.05 (two-way repeated measures ANOVA followed by LSD), MCAO young rats vs. MCAO aged rats (individual time point).

VEGF protein level was significantly elevated in the young brain, not in the aged, 1 day after MCAO, corresponding to an elevation of blood VEGF levels at the same time in the young rats. In addition, the blood VEGF levels were much lower in the aged than in the young throughout the time period of measurement (Figure 3C).

### Reduced Transcription Activity of HIF-1 in the Brain of Aged Rats

To determine changes in HIF-1 transcription activity, both aged and young rat brains were subjected to a 60-min ischemia followed by a 5-h reperfusion before harvesting. There was no difference in HIF-1α protein accumulation in the cortical penumbra between young and aged rats (Figures 4A,B). However, ChIP assay revealed that the binding of HIF-1 to the hypoxic reaction element (HRE) region of the *Angpt2* and *Vegfa* promoters in the aged rats was significantly reduced in comparison to that in the young rats (Figure 4C).

**FIGURE 4:**
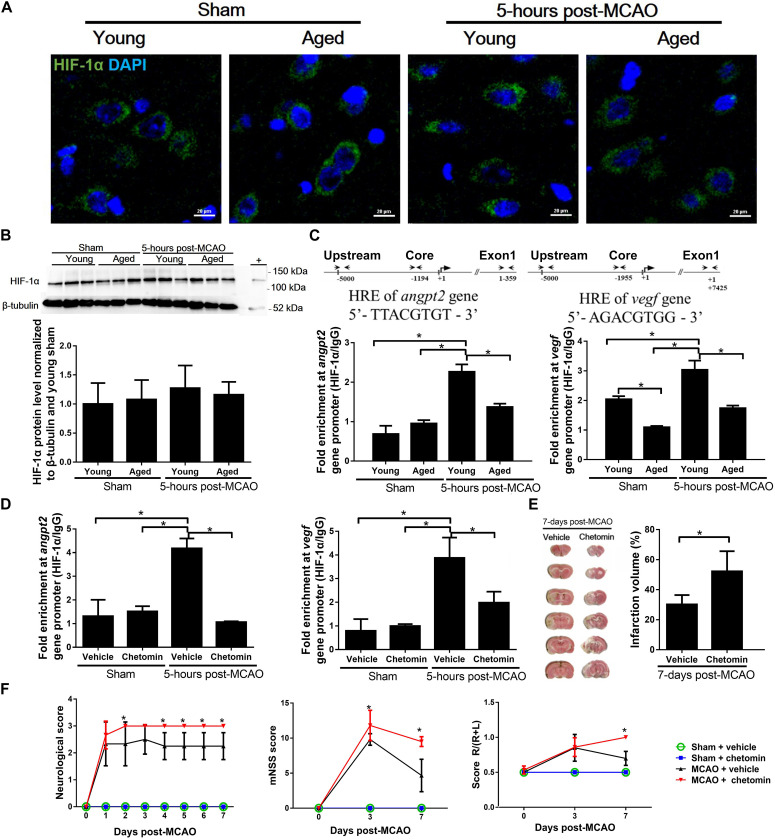
HIF-1α accumulation and transcription activity in peri-infarct cortex after MCAO. **(A)** Immunofluorescence images of peri-infarct cortex. HIF-1α (green) and nuclei counterstained with DAPI (blue) for each group at 5 h after MCAO. **(B)** HIF-1α protein accumulation in peri-infarct cortex and uninjured cortex for each group at 5 h after MCAO. The total protein extracts from hypoxic human umbilical vein endothelial cells were used as positive control (+). Values represent mean ± SD (*n* = 3 per group), all data were analyzed by one-way ANOVA. **(C)** Chromatin immunoprecipitation and quantitative PCR analyses of the peri-infarct cortex for HIF-1 binding to *Angpt2* (–1194 to –1187) and *Vegfa* (–1955 to –1948) promoters 5 h after MCAO in young and aged rats. **(D)** Chromatin immunoprecipitation and quantitative PCR analyses of the peri-infarct cortex for HIF-1 binding to promoters 5 h after MCAO in young rats treated with chetomin or vehicle control. Data were normalized to input. Data are presented as mean ± SD (*n* = 4 per group). *p < 0.05 (one-way ANOVA followed by LSD was performed). **(E)** TTC staining and quantification of infarct volume at 7 days after MCAO in young rats (*n* = 3–6 per group). * *p* < 0.05 (unpaired *t*-tests). **(F)** Neurological score, mNSS, and corner turn test in young rats (*n* = 3–6 per group). *p < 0.05 (two-way repeated measures ANOVA followed by LSD), MCAO + vehicle vs. MCAO + chetomin (individual time point).

### Diminished Recovery From MCAO by Inhibition of HIF-1 Activity in Young Rats

ChIP analysis showed that the treatment of young rats with chetomin, which interferes with the formation of HIF-1 transcription complex, effectively inhibited the binding of HIF-1 to the HRE region of the *Angpt2* and *Vegfa* promoters (Figure 4D). The MCAO-induced infarct volume in the chetomin-treated young rats was significantly larger than that in the vehicle-treated controls (52.23 ± 13.42% vs. 27.82 ± 2.45%), measured on day 7 after the MCAO (Figure 4E). In addition, there were aggravated neurological deficits in chetomin-treated young rats compared with vehicle-treated rats (Figure 4F). The extent of brain damages from MCAO (infarct volume and neurological score) observed from the chetomin-treated young rats was as the same as that from the aged rats (Figures 1A,E).

### Improved Brain Recovery From MCAO by COMMD1 Deletion in Aged Rats

COMMD1 protein levels were significantly increased (Figure 5A) in cortical penumbra of aged MCAO rats in comparison to the sham aged and young MCAO rats. The COMMD1 protein was colocalized with HIF-1α in neuronal cells in the ischemic area (Figure 5B, Supplementary Figure 2). The treatment of aged rats with siRNA targeting COMMD1 effectively suppressed COMMD1 protein levels in the brain of these rats (Supplement Figure 1). ChIP analysis showed that COMMD1 deletion in the aged rats increased the binding of HIF-1 to the HRE region of the *Angpt2* and *Vegfa* promoters (Figure 5C). The MCAO-induced infarct volume in the COMMD1 suppressed aged rats was significantly smaller than that in the COMMD1-unchanged controls (2.1 ± 3.9% vs. 25.72 ± 6.81%), measured on day 3 after the MCAO (Figure 5D). The neurological deficits were also diminished in COMMD1 deleted aged rats (Figure 5E).

**FIGURE 5:**
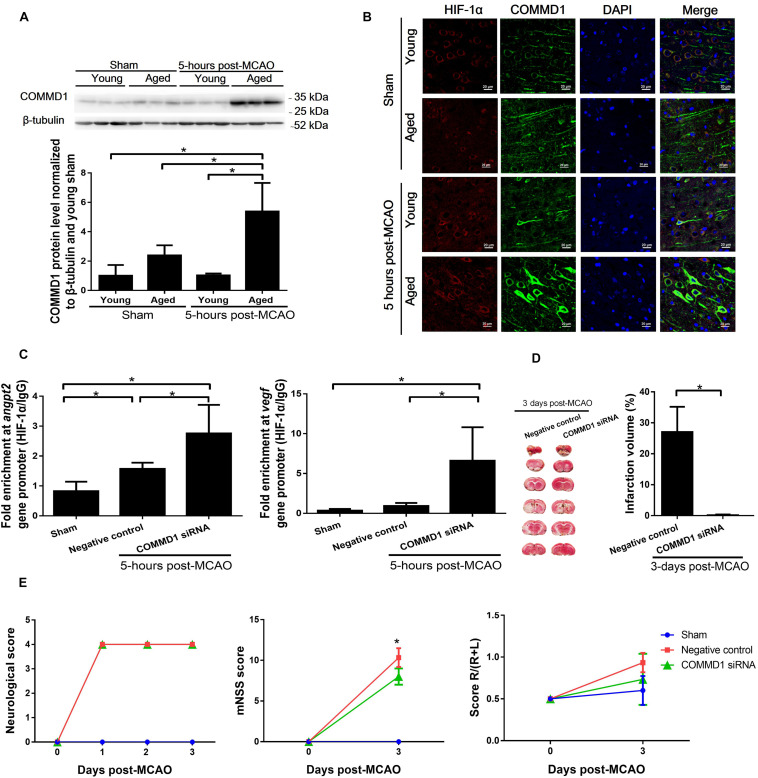
Changes in COMMD1 after MCAO in young and aged rats and effect of siRNA targeting COMMD1 on HIF-1 transactivation of *Angpt2* and *Vegfa* expression and functional recovery after MCAO in aged rats. **(A)** Protein levels of COMMD1 in peri-infarct cortex of MCAO rats at 5 h after MCAO. Values represent mean ± SD (*n* = 3 per group), *p < 0.05 (one-way ANOVA followed by LSD was performed). **(B)** Representative confocal image of a peri-infarct cortical section stained with HIF-1α (red) and COMMD1 (green). Nuclei were counterstained with DAPI (blue). **(C)** Chromatin immunoprecipitation and quantitative PCR analyses of peri-infarct cortex at 5 h after MCAO in aged rats. Data were normalized to input, and presented as mean ± SD (*n* = 4 per group). *p < 0.05 (one-way ANOVA followed by LSD was performed). **(D)** TTC staining and quantification of infarct volume at 3 days MCAO (*n* = 4–5 per group). *p < 0.05 (unpaired *t*-tests). **(E)** Neurological score, mNSS, and corner turn test (*n* = 4–5 per group). *p < 0.05 (two-way repeated measures ANOVA followed by LSD).

## Discussion

It has been a long-standing observation, from experimental studies to clinical practice, that aged subjects suffer more brain damage than the young from the same ischemic stroke (Chen and Sun, 2007). It was further defined that defective recovery from the ischemic insult is highly responsible for the ultimate severer structural and functional damage in the aged subjects (Dinapoli et al., 2008). What is responsible for the defective recovery in the elders? The present study specifically, although partially, addressed this question. The depression of HIF-1 regulated angiogenesis is highly associated with the defective recovery from ischemic stroke in the aged.

Both young and aged rats were managed to be subjected to the same ischemic stroke. In our preliminary studies, we found that the surgical suture size affects the extent of MCAO among varying diameters of the MCA in different ages of animals, leading to varying volume sizes of brain damage if the MCAO in different ages of animals were used the same size of sutures. Therefore, we used the suture sizes of 0.43 mm in diameter for the aged and of 0.34 mm for the young to perform the MCAO. This modification led to the same volume of damage in the brain, as measured 3 days after the MCAO, between the young and aged. However, the recovery from the MCAO damage was much better in the young than in the aged, leading to more pathological and functional damages in the aged at the end.

Defective recovery from the ischemic injury in the aged was associated with the suppression of angiogenesis and neurorestoration. That the recovery ability is closely related to angiogenesis and neurogenesis has been demonstrated previously (Zhang et al., 2013; Buga et al., 2014). It was observed in the present study that neororestoration takes place after the MCAO injury. This was indicated by newly generated neurons, as defined by the neurons stained concomitantly by both the neuronal nuclei marker and the proliferation marker. Thus, the self-recovery process of the brain is activated following ischemic injury. The result obtained here clearly shows that in the aged rats, this recovery capacity was significantly diminished. In this recovery process, the most important event is to regrow the damaged vascular system. It was indeed observed that the proliferation of endothelial cells, as defined by the endothelial cell marker in combination with the proliferation marker, was triggered after MCAO, but again, this capacity was also significantly depressed in the aged rats. This depressed proliferation of endothelial cells (a ∼threefold decrease) was accompanied by the decreased capillary density, as defined by the vessel number and volume; and the reduced quality, as defined by the branches and length of the vessels, in the aged in comparison with the young.

What is the underlying mechanism for the depressed angiogenesis in the aged? Angiogenesis in response to ischemia is initially triggered by the activation of transcription factors, which in turn upregulate the expression of pro-angiogenic factors that control the proliferation and migration of endothelial cells to form new blood vessels (Asahara et al., 1997; Carmeliet and Jain, 2000). New neurons are reportedly induced by an ischemia and clustered around newly grown blood vessels (Thored et al., 2007; Masjkur et al., 2012). Therefore, the angiogenesis and neurorestoration is an integrated process that would be proceeded by the involvement of multiple factors. GO analyses of the brain tissues indeed showed significant changes in multiple factors involved in regulation of apoptosis, responses to hypoxia, and organ regeneration. Among these changes, it was particularly noticed that the MCAO-induced expression of pro-angiogenic genes, *Angpt2* or *Vegfa*, was significantly depressed in the aged rats. 

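More genes passed between MCAO and sham in the cortex of aged rats than of young rats, and Angpt2 and Vegfa were not among them at either age. In young rats Angpt2 was 0.17 higher after MCAO than after sham surgery on the log2 scale (limma adjusted p = 0.951, n = 3 per group) and in aged rats 0.18 (0.864). Vegfa moved by 0.13 in young (0.944) and by -0.18 in aged rats (0.765). The difference between the 2 responses, the age-by-MCAO interaction, was 0.01 for Angpt2 (standard error 0.34, limma adjusted p = 1) and -0.31 for Vegfa (0.21, 0.999), with -0.17 at its other probe set. Over the 31042 probe sets the interaction called 0 in limma, with 1300 at an unadjusted p under 0.05, and the smallest adjusted p was 0.592.
Lcn2, an iron-binding protein of reactive astrocytes, rose in both ages, by 3.01 in young (0.45, limma adjusted p = 0.118) and 3.93 in aged rats (0.45, 0.0243). The young call was lost without young sham 1 (0.388) or young sham 3 (0.574). In young rats 13 probe sets were called, 1 higher and 12 lower. Thrsp, a regulator of fat synthesis, fell by 1.26 (0.14, 0.0199) and Scd, a fatty acid desaturase, fell by 0.96 (0.10, 0.0199), and both held without each array in turn. In aged rats 686 were called, 361 higher and 325 lower. Egr2 fell 9.16-fold (0.0243) and Klf4, a factor of vessels and microglia, fell by 1.71 (0.25, 0.0315). With Lcn2, Egr4 and Ctsd these calls held without each array.
In aged rats 14 of 17 immediate early genes fell (15 over the list alone, mean -1.22, camera adjusted p = 1.24e-21, and adjusted p = 0.312 with an estimated correlation). Part of this difference lies in a high aged sham level. The mean score was 0.636 in aged sham, -0.011 in young sham, -0.043 in young MCAO and -0.583 in aged MCAO rats. Egr2 had a mean log2 intensity of 10.57 in aged sham and 9.46 in young sham rats. Of 28 cell cycle genes 14 rose in aged rats (21 over the list, mean 0.70, 9.88e-21, and adjusted p = 0.359 with an estimated correlation). Of 24 microglia and macrophage markers 14 rose (20 over the list, mean 0.93, 1.86e-19, and adjusted p = 0.359 with an estimated correlation), and of 18 lysosomal genes 7 (12 over the list, mean 0.44, 1.71e-13, and adjusted p = 0.335 with an estimated correlation). Of 15 reactive astrocyte genes 6 rose (9 over the list, mean 0.85, 8.97e-09, and adjusted p = 0.392 with an estimated correlation) and of 9 complement genes 5 (6 over the list, mean 0.79, 2.62e-08, and adjusted p = 0.327 with an estimated correlation). In young rats Lcn2 alone of these genes was called. None of the 24 microglial markers was called there (4 higher over the list alone, mean 0.37, camera adjusted p = 5.48e-07, and adjusted p = 0.583 with an estimated correlation). None of 14 striatal neuron markers was called either (12 lower over the list alone, mean -0.85, camera adjusted p = 2.21e-12, and adjusted p = 0.359 with an estimated correlation), and the array scores of the 2 groups overlap.
Of 52 named genes called in aged rats, 46 lost the call without aged sham 3, 44 without aged MCAO 3, 27 without aged sham 1, and 23 without aged MCAO 1. Fewer lost it without the others: 7 without young MCAO 1, 6 each without aged sham 2 and young sham 3, 5 without young sham 1, 3 without young sham 2 and 1 without aged MCAO 2. The 686 became 28 without aged sham 3, 38 without aged MCAO 3, 288 without aged sham 1, 333 without aged MCAO 1, 395 without young MCAO 1, 452 without young sham 3 and 1510 without aged MCAO 2. The 13 became 7 without young sham 1 or aged MCAO 3, 30 without young sham 2, 4 without young sham 3, 6 without young MCAO 2, 25 without young MCAO 3, 21 without aged MCAO 1 and 27 without aged MCAO 2. The interaction, 0 with all arrays, called 101 without aged MCAO 2, 18 without young sham 2, 6 without young MCAO 1, 4 without aged sham 2, 2 without aged sham 1, 1 without aged sham 3 or aged MCAO 3, and 294 with array weights. Array weights took the aged and young counts to 3448 and 1122, and the leptomeningeal and striatal covariates took them to 29 and 1. The aged count was 67 with the arrays of the 2 groups alone and 406 with the beta-actin covariate, and the young count was 4 with 1 probe set per gene. An unmoderated test of the 2 groups called 0 at both ages (934 and 460 before adjustment).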

The critical regulator that controls the expression of these genes is the transcription factor HIF-1.

It was interesting to find that there was no significant difference between aged and young rats in HIF-1α protein accumulation in the brain after a 60-min ischemia followed by 5-h reperfusion. This observation was agreeable with that reported previously, in which both aged and young rats were subjected to 90 min of ischemia followed by 3 days of reperfusion, and there were no significant differences in the HIF-1 signaling pathway between aged and young rats (Buga et al., 2014). In our previous studies (Liu et al., 2018), it was defined that the binding of HIF-1 to the HRE in DNA sequences determines the selectivity of this transcription factor in the regulation of gene expression under different conditions, i.e., not all the HIF-1 controlled genes are simultaneously expressed when the accumulation of HIF-1α protein increases. In this context, the result obtained from the ChIP assay in this study indeed showed that the binding of HIF-1 to the HRE region of the *Angpt2* and *Vegfa* promoters in the aged rats was significantly reduced in comparison to that in the young rats. This difference thus explains why the expression of these two genes were depressed in the aged brain, although there was no significant difference in the accumulation of HIF-1α protein in the brains between the two age groups.

Does inhibition of HIF-1 binding to the HRE region of pro-angiogenic genes affect the recovery of the brain from ischemic stroke? The result obtained from the ChIP analysis of the treatment of young rats with chetomin clearly answered “yes” to this question. Chetomin interferes with the formation of HIF-1 transcription complex, thus effectively inhibiting the binding of HIF-1 to the HRE region of the *Angpt2* and *Vegfa* promoters as presented in the results. The suppression of HIF-1 binding to the HRE did result in defective recovery from MCAO, as indicated by the result that the MCAO-induced infarct volume in the chetomin-treated young rats was significantly larger than that in the vehicle-treated controls. This was further confirmed by the observation that the aggravated neurological deficit in the chetomin-treated young rats was comparable to that observed in the aged rats under the same MCAO treatment.

The ultimate question is why the transcription activity of HIF-1 was suppressed in the aged brain? COMMD1 has been demonstrated to inhibit HIF-1 transcription activity by competing with HIF-1β for binding to HIF-1α in human tumor cells (Muller et al., 2009; Van De Sluis et al., 2010). Interestingly, unlike observations in *Commd1*-deficient embryos (Van De Sluis et al., 2007), observations from tumor cell lines (Muller et al., 2009; Van De Sluis et al., 2010), myocardial infarction mouse model (Li et al., 2020) and our cerebral infarction rats model with reduced expression of COMMD1 did not show increased protein levels of HIF-1α. COMMD1 was indeed significantly increased in aged brain subjected to MCAO, corresponding to suppression of HIF-1 transcription activity in the aged. The cause-and-effect relationship between COMMD1 elevation and suppression of HIF-1 transcription activity in the aged rats was clearly defined by the result using siRNA targeting COMMD1 gene to delete this protein in the brain of the aged. The COMMD1 deletion relieved the suppressive state of HIF-1 binding to the HRE of *Angpt2* and *Vegfa* and greatly improved the recovery of the aged brain from MCAO damage.

There were some troublesome observations related to HIF-1α accumulation in the sham-operated brain and lack of additional HIF-1α accumulation in the MCAO brain in the present study. However, there were previous studies reporting that in the SD rats, there is HIF-1α accumulation in cortex under physiological conditions at various ages (from postnatal day 10–3, 18, 24, and 30 months) (Li et al., 2007; Chen et al., 2012; Wang et al., 2012). We used a model of mild acute ischemic stroke in SD rats; 60-min transient MCAO followed by reperfusion (Liu et al., 2009). This allows middle cerebral artery recanalization instantaneously restoring downstream blood flow in both venues and arterioles (Lin et al., 2008). The results here resemble the results reported in the literature; a 2-h ischemia followed by reperfusion did not change HIF-1α protein accumulation in cortex (Sun et al., 2017).

However, regardless of these seemly unusual observations of HIF-1α accumulation possibly caused by species and experimental procedure differences, the fundamental difference in HIF-1 regulation of angiogenesis between aged and young rats is valid for a partial explanation for defective recovery of aged rats from brain MCAO injury.

There are limitations in the present study: (1) there are multiple factors involved in angiogenesis and neurorestoration. Although we focused on the depressed expression of *Angpt2* and *Vegfa* as possible factors involved in defective recovery from brain injury in the aged rats, other angiogenic factors are also possibly involved and their role will be defined in future studies. (2) The treatment with chetomin to interfere with the binding of HIF-1 to the HRE of *Angpt2* and *Vegfa* would also produce interfering effects on the expression of other transcription factor regulated pro-angiogenic genes. Therefore, the observed suppression of the recovery from MCAO in the young resulting from the chetomin interference would also be ascribed to the inhibition of other pro-angiogenic factors. (3) It remains elusive for the increase in COMMD1 in response to MCAO in the aged rats. Nevertheless, the critical role of transactivation of HIF-1 controlled expression of pro-angiogenic genes in the recovery from MCAO was clearly demonstrated in the present study.

## Conclusion

The present study specifically addressed a possible mechanism for defective recovery from ischemic stroke in aged subjects relative to the young. The results demonstrate that impaired HIF-1 transcription activity, due at least partially to overexpression of COMMD1, is associated with the defective cerebral recovery from ischemic stroke in aged rats.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number GSE166162.

## Ethics Statement

The animal study was reviewed and approved by Sichuan Bioethics Committee.

## Author Contributions

YG, JZ, and YK conceptualized the study. YG, XL, and YX performed the experiments and analysis for Figures 1, 2. YG and JZ performed the experiments and analysis for Figure 3, performed the experiments for Supplementary Figures 1, 2, and drafted the manuscript and figures. YG, JZ, and YY performed the experiments and analysis for Figures 4, 5. JZ performed GeneChip data processing and analysis for Figures 4, 5. LF edited the manuscript. YK revised and approved the final version of this manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Association of Suppressed Hypoxia-Inducible Factor-1 Transactivation of Angiogenesis With Defective Recovery From Cerebral Ischemic Injury in Aged Rats
**Source:** Front Aging Neurosci. 2021 Feb 26;13:648115. doi: 10.3389/fnagi.2021.648115
**Supplement:** Supplementary file 1

## Supplementary Figure 1

Knockdown of COMMD1 by siRNA in vivo at 5 hours after MCAO from aged rats.

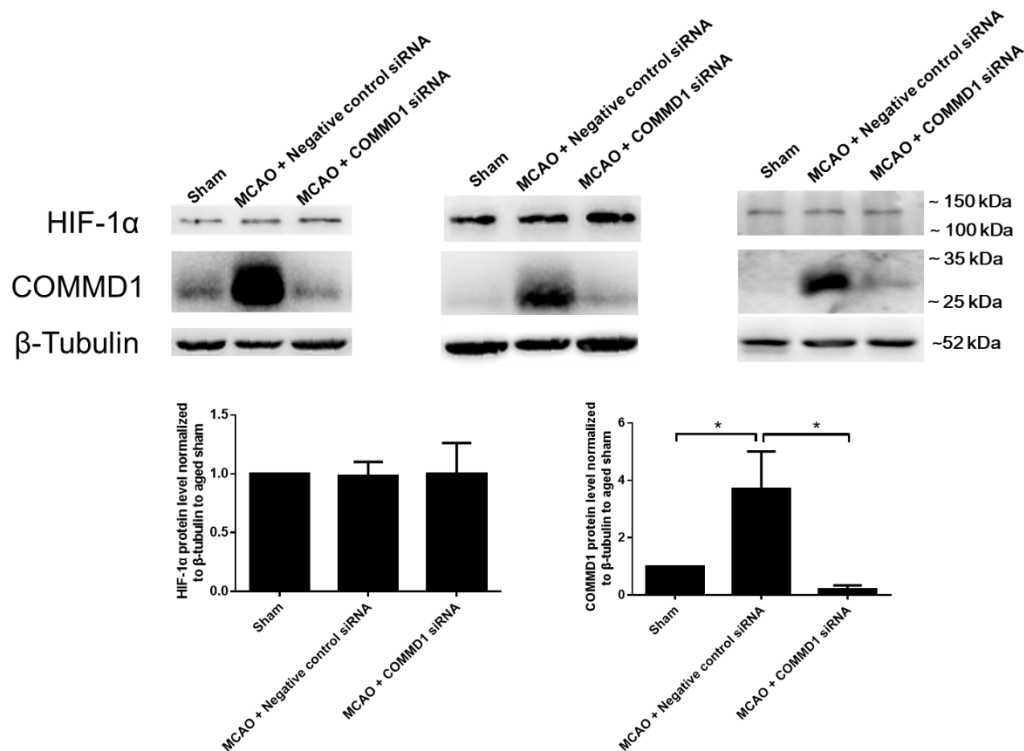

The combination of three COMMD1 siRNA duplex mixture produced knockdown in COMMD1 protein expression at 1 day before MCAO. Data are presented as mean  $\pm$  SD ( $n = 3$  per group). \*  $p < 0.05$  (one-way ANOVA followed by LSD).

## Supplementary Figure 2

Colocalization of HIF-1α and COMMD1 in neuron nuclei at 5 hours after MCAO from aged rats.

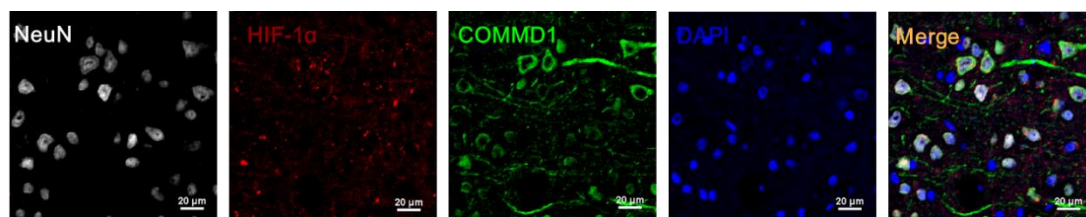

Confocal analysis was performed on brain sections from rat's cortex stained with primary antibody (rabbit anti-NeuN, 1:300; Abcam, goat anti-HIF-1α, 1:300, R&D Systems, and mouse anti-COMMD1, 1:100; Santa Cruz Biotechnology) at 4 °C overnight. After a brief wash with PBS, sections were then incubated with secondary antibody chicken anti-rabbit IgG (H+L) (1:1000, Thermo Fisher) or donkey anti-goat IgG (1:1000, Millipore) or donkey anti-mouse IgG, (1:500, Abcam) for 1 hour at 37 °C. After being washing with PBS, sections were incubated with 1:300 4',6-diamidino-2-phenylindole (DAPI) stain (Invitrogen) for 5 min at room temperature. Fluorescence signals were detected with a Nikon A1 confocal system (Nikon) at excitation/emission wavelengths of 637/700 nm (white), 578/603 nm (red), 495/519 nm (green), and 650/668 nm (blue).

Supplementary Table 1

## Neurological score (4-point scale method)

Supplementary Table 2

## Modified Neurological Severity Score Points (mNSS)

Supplementary Table 3

## Primers used for qRT-PCR

Supplementary Table 4

Genes differentially expressed by 60 minutes of ischemia followed 3 days of reperfusion

### Supplementary Table 5

GO enrichment analysis by 60 minutes of ischemia followed 3 days of reperfusion

## Supplementary Table 6

### Pathway enrichment analysis by 60 minutes of ischemia followed 3 days of reperfusion

How the deposited data were processed for this re-analysis (not part of the article)

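The study measured messenger RNA of the rat cortex or peri-infarct cortex with Affymetrix Rat Genome arrays in 12 rats, 3 in each of 4 groups: young sham, aged sham, young MCAO and aged MCAO. The 12 columns of the deposited table were matched to the groups by the sample labels, and 0 were left unmatched. The deposited intensity values were made by the authors with robust multi-array averaging on the Gene Cloud of Biotechnology Information platform, which corrects the background, normalises by quantiles and summarises the probes of a set. They are on a linear scale, with a maximum between 21748 and 22882 on each array, so the log2 was taken first. No version of the authors' software is given, and the probe intensity files were not used here.

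Of 31099 probe sets in the table, the 57 control probe sets were left out of the tests and 31042 were kept, with no filter on intensity. Gene symbols came from the array annotation: 20826 probe sets carry 1 symbol, 436 several and 9780 none, and 20758 were looked up by gene identifier in the current rat annotation, with 0 symbols changed. Probe sets with several symbols or none were tested but were not used for genes or lists. A gene with several probe sets was read from the one with the highest mean log2 intensity, chosen without regard to group.

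Group means were fitted to all 12 arrays in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default settings). There were 5 comparisons: aged against young MCAO, aged against young sham, MCAO against sham in young and in aged rats, and the age-by-MCAO interaction. Each p-value was adjusted over the 31042 probe sets by the Benjamini-Hochberg method. A probe set was called with a fold of at least 1.2, an unadjusted p under 0.05 and an adjusted p under 0.25. The subtraction the paper describes was made by taking the probe sets called in aged against young sham away from those called in aged against young MCAO. The paper does not say how it subtracted, so a subtraction of fold changes was an alternative. The errors given are limma standard errors of a log2 fold change or standard deviations over the 3 arrays of a group.

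Gene groups were 37 lists written by hand before the array values were examined but after Supplementary Table 4, which was drawn from the same arrays, had been read. They name brain cell types and processes, and the leptomeningeal, striatal, microglial, oligodendrocyte, cell cycle and immediate early lists were included after its genes were seen. They were tested with camera of limma at a preset correlation of 0.01, and adjusted over 185 tests, which are 37 lists in 5 comparisons. Camera with a correlation estimated from the arrays was an alternative for each list. An array score is the mean over a list of the log2 intensity after the mean of all arrays was taken away, and scores and array quality were compared by exact permutation of the arrays, where 3 against 3 cannot go below 0.1. Named genes were fixed by rule: those the paper names, each read from the probe set in Supplementary Table 4 with its other probe sets beside it, and up to 6 genes per direction and comparison with the largest fold among called probe sets whose 2 groups of arrays do not overlap. The rule adds for each list and comparison up to 4 called members with the smallest p, or, where none is called, up to 2 members given as values only, and the called members of a list with fewer than 5 calls.

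Quality was checked by the median and spread of the log2 intensity and by the 3' to 5' differences of the beta-actin and Gapdh control probe sets. The beta-actin difference lay between 2.05 and 2.62 and that of Gapdh between 0.13 and 0.37. Between aged and young or MCAO and sham rats these measures gave an exact p from 0.128 to 0.829 (n = 6 per group). The median and spread are evened by the quantile normalization of the deposited values, so they say little about array quality. Arrays have no read depth, and precision rests on the 3 rats per group. The steps were tested on simulated data with the noise of these arrays. Of interactions on the log2 scale, 37% of those of 0.5 and 84% of those of 1.0 were called, with 48 false calls of 31042. A list with changed members was called with 0 of the others. That 0 does not show how often lists are called falsely on the real arrays, where regroupings called up to 21 lists. All 60 list calls were lost with an estimated correlation.

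The alternatives tried were the arrays of the compared groups only, the replicate number as a block, an intensity trend with a robust prior, an unmoderated test of the 2 groups, array weights, dim probe sets left out (below the 40th percentile of mean intensity), quantile normalization, median centring, 1 probe set per gene, other limits, the beta-actin 3' to 5' difference as a covariate, the leptomeningeal and striatal scores as covariates, lists without the genes of Supplementary Table 4, and each array left out. The fit of the array weights stopped before its convergence tolerance was met. Tables were prepared and figures drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The PCR, blood VEGF, ChIP and imaging data of the paper were not analysed here.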

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

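The lists tested below were written before the array values were examined but after Supplementary Table 4 had been read, and the leptomeningeal, striatal, microglial, oligodendrocyte, cell cycle and immediate early lists were included after its genes were seen. All tests of causes were chosen after the result was seen, except those with the beta-actin covariate and the regroupings of arrays.

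The response to MCAO was called as differing between the ages in 15 of the 37 lists, and 9 of these calls held without every array. All 15 calls were lost with an estimated correlation. With the leptomeningeal and striatal covariates the mean changed sign for microglia (-0.035) and reactive astrocyte genes (-0.13). It also did so for the endothelial, pericyte, homeostatic microglia, myelin and matrix lists. These covariate values are extrapolations. The mean log2 difference of the response, aged minus young, was -1.187 for immediate early genes, 1.192 for striatal neuron markers, 0.589 for cell cycle genes, 0.558 for microglia and macrophage markers and 0.304 for lysosomal genes. It was 0.59 for reactive astrocyte genes, 0.449 for antigen presentation genes, 0.482 for complement genes, 0.278 for homeostatic microglia genes and 0.389 for red blood cell genes. It was 0.36 for leptomeningeal and fibroblast markers, 0.37 for pericyte and smooth muscle markers, 0.205 for extracellular matrix genes, 0.148 for oligodendrocyte and myelin genes and 0.185 for endothelial markers. Their camera adjusted p lay between 8.54e-22 and 0.0384 at the preset correlation and between 0.312 and 0.817 with an estimated correlation. The endothelial call was lost without young sham 2 (0.0581), aged sham 3 (0.44), young MCAO 3 (0.229) or aged MCAO 1 (0.52), the pericyte call without aged sham 3 (0.0509) or young MCAO 3 (0.0835), and the leptomeningeal call without young sham 2 (0.0736). The myelin call was lost without young sham 1 (0.417), aged sham 1 (0.299), young MCAO 3 (0.93) or aged MCAO 1 (0.157), and the matrix call without young MCAO 3 (0.153) or aged MCAO 1 (0.143). The homeostatic microglia call was lost without young sham 2 (0.112), aged sham 1 (0.0805), aged sham 3 (0.116), young MCAO 2 (0.147), young MCAO 3 (0.167), aged MCAO 1 (0.523) or aged MCAO 3 (0.0545). Without the genes of Supplementary Table 4, the endothelial (0.642), homeostatic microglia (0.191), myelin (0.249) and matrix (0.0834) calls were lost. Among genes the paper does not discuss, Lcn2 rose 8.03-fold after MCAO in young and 15.2-fold in aged rats. The young Lcn2 call was lost without young sham 1 or young sham 3 (limma adjusted p up to 0.574), and the aged call held without each array. In aged rats Spp1, a matrix protein of activated microglia, rose 6.57-fold, Lgals3, a lectin of phagocytes, 6.47-fold, Gpnmb 4.66-fold, Cdk1 3.99-fold and S100a4, a calcium-binding protein of migrating cells, 3.83-fold. The log2 change of Spp1 was 1.99 without aged MCAO 1 and 3.67 without aged MCAO 2, and its call was lost without each array except aged MCAO 2, young MCAO 2 and young MCAO 3 (limma adjusted p from 0.263 to 0.575). That of Lgals3 was 3.48 without aged MCAO 2, and its call was lost without aged sham 3 (0.332) or aged MCAO 3 (0.407). The Gpnmb and Cdk1 calls were lost without aged sham 3 (0.314 and 0.321) or aged MCAO 3 (0.328 and 0.33), and the S100a4 call without aged sham 1, aged sham 2, aged sham 3, aged MCAO 1 or aged MCAO 3 (0.252 to 0.473).

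Of 20 leptomeningeal and fibroblast markers, 13 were called lower in aged than in young MCAO rats and 15 in sham rats. Less leptomeninges in the aged samples is a possible explanation. The markers that are not matrix genes, such as transporters and growth factors, would then fall as far as the matrix genes. In sham rats their median log2 fold change was -1.187 (from -2.301 to -0.006) against -1.144 for the matrix genes. The collagens Col1a1, Col1a2 and Col3a1 fell further than both medians there, with -1.341, -2.445 and -1.791. By itself, a fall of collagen synthesis with age would have spared the others. Whether collagens fell in addition to less leptomeninges was not tested. In sham rats the list kept -1.162 with the beta-actin covariate. The beta-actin 3' to 5' differences of the sham groups overlap, with 2.4 to 2.497 in aged and 2.052 to 2.503 in young rats. This marker of RNA quality thus does not separate the sham groups as the list does. Other aspects of RNA quality were not tested. The covariate check was read in sham rats only, not after MCAO. Whether the membranes were thinner with age or were removed in dissection was not tested.

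None of 14 striatal neuron markers was called in young or aged MCAO against sham rats, while the list was called in both. Both list calls were lost with an estimated correlation. The list mean was -0.846 in young (exact p = 0.2 for the score) and 0.346 in aged rats. The aged mean became 0.028 (camera adjusted p = 0.9) without the genes of Supplementary Table 4. Differing amounts of striatum in the cortex samples may explain these list differences. The score spanned 1.356 within the 3 young sham rats, more than the age difference of 0.71 after MCAO. It spanned less than that difference in aged sham (0.625), young MCAO (0.135) and aged MCAO rats (0.659). The scores of aged MCAO rats, -0.115 to 0.543, did not overlap those of young MCAO rats. Loss of striatal transcripts after MCAO could explain the young difference (standard error 0.432). However, the lowest young sham score, -0.487, lay within the young MCAO scores of -0.526 to -0.392. The aged difference of 0.346 (standard error 0.264, exact p = 0.2 for the score) leaves that open.

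Of 24 microglial markers 14, of 18 lysosomal genes 7 and of 28 cell cycle genes 14 were called higher in aged MCAO than in aged sham rats. A lower share of neurons might raise the markers of every other cell type alike. The astrocyte list moved by 0.029 (standard deviations 0.192 in aged MCAO and 0.118 in aged sham rats). The pan-neuronal list moved by 0.032, the cortical excitatory list by -0.126 and the inhibitory interneuron list by -0.076, against 0.929 for the microglial list. These values argue against a lower share of neurons as the main cause of the microglial rise. With 3 arrays per group they do not exclude a smaller part. The rise of the microglial list mean does not rest on 1 aged MCAO array alone, since its lowest value without 1 of them was 0.681. Calls of single genes were fragile: of 52 named genes called, 44 lost the call without aged MCAO 3 and 46 without aged sham 3. The microglial list kept 0.971 under the beta-actin covariate, which argues against the RNA quality that this marker measures as the cause. Other aspects of RNA quality were not tested. The checks with 1 array left out and with the covariate were read on the microglial list only, not on the lysosomal and cell cycle lists. More or more active microglia, or cells from the blood, would both give this pattern, and the arrays cannot separate them.

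Each pair of groups has only 10 splits of its 6 arrays, too few to exclude chance. The count of called probe sets reached the real value in 1 of 10 splits for aged against young MCAO (359, highest other 71), in 1 for aged against young sham (191, highest other 5), in 2 for young MCAO against sham (13, highest other 19) and in 1 for aged MCAO against sham (686, highest other 2). The count of called lists reached it in 2 of 10 (16, highest other 21), 5 (7, highest other 8), 4 (7, highest other 10) and 3 (15, highest other 21). For the subtraction, 1 of 100 regroupings of age within sham and MCAO reached 290, the highest other being 79. This decides nothing about chance, since a regrouping of sham adds the sham age difference to the residual of the fit and lowers the count by itself, as in the 79, which kept the MCAO arrays as they are. The interaction called 0 probe sets and all 100 regroupings reached that, the highest with 183. For the 15 lists called in the interaction 14 of 100 did so (highest other 19), and chance was not excluded. The 2 highest interaction counts, 183 and 99, came from regroupings that wholly or mostly keep age in one treatment and mostly reverse it in the other, and other regroupings of that kind called from 0 to 6. The cause of these 2 high counts was not tested.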

How the results depend on the processing

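All settings were planned before the array values were examined but after Supplementary Table 4 had been read, which the leptomeningeal and striatal covariates rest on, except the last one of the next paragraph, which was chosen after the result was seen. Counts of called probe sets are given for aged against young MCAO (359), aged against young sham (191), young MCAO against sham (13), aged MCAO against sham (686), the interaction (0), those left by the subtraction (290) and their overlap with Supplementary Table 4 (290), and called lists number 60. The cause of the changes was not tested unless a covariate names it.

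Subtracting fold changes left 188 and overlap 188. Only the arrays of the 2 groups compared gave 81, 67 for aged MCAO against sham, 47 left and overlap 47. A test without moderation, on the 2 groups alone, gave 0 in all 4 comparisons, 0 left and overlap 0 (smallest adjusted p 0.392, 0.334, 0.358 and 0.421). Array weights, which reached 3.05 for young MCAO 1 and 6.19 for aged MCAO 3, gave 3058, 420, 1122, 3448, 294, 2841 and 942. Leaving out dim probe sets gave 117 in sham, and 1 probe set per gene gave 4 in young MCAO against sham. An adjusted p under 0.05 gave 35, 36, 4, 14, 0, 26 and 26, with a fold of 2 as well 12, 27, 3, 10, 0, 6 and 6, and the unadjusted p with a fold of 1.2 gave 1676, 1289, 911, 1977, 1155, 1301 and 967. The beta-actin covariate gave 189, 83, 406 for aged MCAO against sham, 155 left and overlap 154. The leptomeningeal and striatal covariates gave 0, 0, 1, 29, 0, 0 and 0. The replicate block gave 250, 136, 12, 634, 0, 199 and 199, and arrays with the same number do not pair: 6 of 18 same-number pairs had a correlation over 0.1 after group means were removed (-0.216 to 0.241). Lists called fell to 0 with an estimated correlation and to 35 without the genes of Supplementary Table 4. The setting added later, the 2 groups' arrays with the unadjusted p, gave 1542, 1401, 1148 left and overlap 1047.

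With 1 array left out the counts ranged from 84 to 1115, 52 to 264, 4 to 30, 28 to 1510, 0 to 101, 52 to 1038 (left) and 47 to 601 (overlap), and called lists from 48 to 72. Leaving out aged MCAO 2 gave the highest counts in the comparisons that hold aged MCAO arrays. The lowest came without aged MCAO 3 in aged against young MCAO, aged sham 3 in aged MCAO against sham, aged MCAO 1 in the subtraction, and young sham 3 in the other 2 pairs of groups. Of 115 called gene results 21, and of 60 called list results 36, held without every array. Calls lost were 78 genes without aged MCAO 3, 71 without aged sham 3 and 55 without aged MCAO 1, 77 with the 2 groups' arrays and 101 with the leptomeningeal and striatal covariates.

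Results that changed sign, and were called with or without the alternative, were these. The leptomeningeal score separates aged (-0.612 to -0.404) from young rats (0.184 to 1.05) completely, so values with it as a covariate are extrapolations. With the leptomeningeal and striatal covariates, lists: extracellular matrix 0.043 after MCAO, in sham angiogenic 0.312, endothelial 0.368, pericyte 0.746, astrocyte 0.241, reactive astrocyte 1.033, oligodendrocyte precursor 0.384, complement 0.7, antigen presentation 0.453, immediate early -0.572 and extracellular matrix 0.18, in young MCAO against sham endothelial 0.227, pericyte 0.35 and extracellular matrix 0.225, and in the interaction angiogenic -0.203, endothelial -0.116, pericyte -0.109, reactive astrocyte -0.13, microglia -0.035, homeostatic microglia -0.179, oligodendrocyte -0.043 and extracellular matrix -0.137. Genes in sham with these covariates: Col3a1 0.23, RT1-Bb 0.068, Olfml3 0.341, Ier2 -0.339, Col6a3 0.024 and Slc47a1 0.254. The camera direction of the oligodendrocyte list in the interaction turned without young MCAO 3, where its mean of 0.148 became 0.005, and the list was -0.053 in sham without the genes of Supplementary Table 4. Other probe sets of the gene: after MCAO Igf2 0.065, Tnnt2 0.07, Lgmn -0.058 and Sfrp1 0.044, in sham Igf2 0.054, and in aged MCAO against sham Dnajb5 0.031 and Sox17 -0.094 and -0.07. Of results never called, 148 gene and 237 list values changed sign.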

Differences from the paper's values

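The comparisons with the paper below used settings planned before the array values were examined but after Supplementary Table 4 had been read, except 1 setting named as added, which was chosen after the result was seen.

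The paper reports 1414 probe sets differing between aged and young MCAO rats after subtraction of the sham difference, and 290 were found here with the limits it states. The paper reports 889 higher and 525 lower in aged rats, against 210 and 80 here. All 290 are in the paper's Supplementary Table 4 with the same direction. Of the other settings chosen beforehand, a fold of 1.2 with an unadjusted p came near with 1301 (865 higher, 436 lower), and leaving out aged MCAO 2 gave 1038 (770 higher), while its 268 lower still differ from the paper's 525. The probe set number of the array, 31099 against the paper's 31,000, does not differ beyond rounding.

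The fit of only the 2 groups' arrays with a fold of 1.2 and an unadjusted p under 0.05 was added after several settings had been looked at. All 1413 probe sets of Supplementary Table 4 found in the deposited table pass it, with a largest p of 0.0494, and 78 of them pass an adjusted p under 0.25. Another 129 probe sets pass and are not in the table, 9 of them with a p under 0.04. This points to limits without adjustment, which the paper does not state. The same setting in sham rats calls 366 of the 1413 (25.9%), 331 in the same direction, so with a subtraction of lists it leaves 1148 and drops 366 of the paper's items. A subtraction of lists at these limits was therefore not applied to the table. Of the 1413, 1229 have the same sign in the interaction and the others the opposite sign, which argues against a subtraction of fold changes as well.

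The paper presents 9 genes of the HIF-1 heat map as differing, and 0 of them pass all its stated limits here. With the unadjusted p in the fit of all arrays 8 pass, all but Camk2d, and with the added setting all 9 do. Array weights call Angpt2 (adjusted p = 0.00272), Vegfa (0.0669), Camk2d (0.0568) and Hmox1 (0.0313). Angpt2 is also called with dim probe sets left out (0.225), quantile normalization (0.249), median centring (0.235), without aged sham 2 (0.22) and without young MCAO 2 (0.236). Hmox1 (0.0444) and Tlr4 (0.13) are called without aged MCAO 2, and Erbb2 (0.206) without young MCAO 3.

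The paper states that the MCAO-induced expression of Angpt2 or Vegfa was significantly depressed in aged rats. On these arrays neither gene was called after MCAO at either age, and no difference of the response was called (interaction 0.01 for Angpt2 and -0.31 for Vegfa, limma p of 0.978 and 0.169). Of simulated interactions of 0.5 only 37% were called, so a difference of the size seen for Vegfa cannot be denied. The lower Angpt2 of aged rats was present in sham rats at the same size, and array weights (0.123) and leaving out aged sham 2 (0.238) call it there. Vegfa had an age difference of -0.03 in sham rats, so for Vegfa the statement is not contradicted in direction. The PCR, which the paper made from the RNA of the same samples, was not analysed here.

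The paper states that the subtraction leaves differences due to the ischemia model only. Of the 290 probe sets left, 77 exceeded the fold in sham rats in the same direction without passing the limits there. Of the 1413 of Supplementary Table 4, 402 have an unadjusted p under 0.05 in the interaction and 0 an adjusted p under 0.25.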

Other observations

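The tests below were planned, and the array scores of the immediate early genes were looked at after the result was seen. Of 4 red blood cell genes, 1 was called lower in aged than in young sham rats (list mean log2 fold change -0.27, camera adjusted p = 0.003, and adjusted p = 0.33 with an estimated correlation), with Alas2, the first enzyme of heme synthesis in red cells, at -0.47. In young MCAO against sham rats 0 of the 4 were called (2 lower over the list alone, list mean -0.35, camera adjusted p = 0.000315, and adjusted p = 0.312 with an estimated correlation). The Alas2 call was lost without young sham 2, young sham 3, aged sham 2 or aged sham 3 (limma adjusted p from 0.292 to 0.465), and the sham list call without aged sham 3 (0.0691). Of 13 circadian clock genes, Per3, Dbp and Nr1d2 rose in aged rats after MCAO, Per1 fell and 9 were not called, and the list as a whole was not called (mean -0.004, camera adjusted p = 0.958). Per3 lost its call without aged sham 1, aged sham 3 or aged MCAO 3, Dbp without these or aged MCAO 1, and Nr1d2 without aged sham 1, aged sham 2 or aged MCAO 3. Per1 lost it without each array except aged sham 2, young MCAO 2 and young MCAO 3. The time of day at which tissue was taken is not given.

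Of 24 copper handling genes, 1 was higher in aged than in young MCAO rats (Slc31a2, a copper transporter, 0.49), 1 lower (Atox1, a copper chaperone, -0.38) and 22 not called, and the list was not called (mean 0.05, camera adjusted p = 0.507). Slc31a2 lost its call without young MCAO 2 or aged MCAO 1, and Atox1 without young MCAO 1, young MCAO 2, aged MCAO 1 or aged MCAO 3. Commd1, whose protein the paper finds raised in aged rats after MCAO, had a log2 fold change of 0.07 in aged against young MCAO (adjusted p = 0.88) and 0.13 in aged MCAO against sham (0.632). Hif1a had 0.10 (0.737) and 0.18 (0.353). On day 3 neither transcript passed, and the paper measured the proteins at an earlier time.

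Of 17 immediate early genes, 1 (Ier2) was called higher in aged than in young sham rats (list mean 0.65, camera adjusted p = 9.14e-13, and adjusted p = 0.359 with an estimated correlation), a call lost without 7 of the arrays, and the list mean was -0.57 with the leptomeningeal and striatal covariates. In aged MCAO against aged sham rats 14 were called lower (-1.22, 1.24e-21, and adjusted p = 0.312 with an estimated correlation). The aged sham rats held the highest scores, 0.65, 0.23 and 1.03, and the aged MCAO rats the lowest mean of the 4 groups, -0.58. The cause was not tested.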
